# Yeast EndoG prevents genome instability by degrading cytoplasmic DNA

**DOI:** 10.21203/rs.3.rs-3641411/v1

**Published:** 2024-01-05

**Authors:** Yang Yu, Xin Wang, Jordan Fox, Ruofan Yu, Pilendra Thakre, Brenna McCauley, Nicolas Nikoloutsos, Qian Li, P. J. Hastings, Weiwei Dang, Kaifu Chen, Grzegorz Ira

## Abstract

In metazoans release of mitochondrial DNA or retrotransposon cDNA to cytoplasm can cause sterile inflammation and disease ^1^. Cytoplasmic nucleases degrade these DNA species to limit inflammation ^2,3^. It remains unknown whether degradation these DNA also prevents nuclear genome instability. To address this question, we decided to identify the nuclease regulating transfer of these cytoplasmic DNA species to the nucleus. We used an amplicon sequencing-based method in yeast enabling analysis of millions of DSB repair products. Nuclear mtDNA (NUMTs) and retrotransposon cDNA insertions increase dramatically in nondividing stationary phase cells. Yeast EndoG (Nuc1) nuclease limits insertions of cDNA and transfer of very long mtDNA (>10 kb) that forms unstable circles or rarely insert in the genome, but it promotes formation of short NUMTs (~45–200 bp). Nuc1 also regulates transfer of cytoplasmic DNA to nucleus in aging or during meiosis. We propose that Nuc1 preserves genome stability by degrading retrotransposon cDNA and long mtDNA, while short NUMTs can originate from incompletely degraded mtDNA. This work suggests that nucleases eliminating cytoplasmic DNA play a role in preserving genome stability.

Mitochondria and chloroplasts carry multiple copies of a small genome, and transfer of DNA from these organelles to the nuclear genome is a ubiquitous and ongoing process. Genomes of most eukaryotes contain many fragments from these organelles ^4,5^. Insertions of these DNA species at nuclear genome can inactivate genes, form new exons, act as new or modify existing origins of replication, modify gene expression, and impact adaptation and genome evolution ^6–10^. Insertions of mtDNA and cDNA form by their capture at spontaneous, programmed or induced DNA double-strand breaks (DSB) via nonhomologous end joining (NHEJ) (e.g.^11–15^). The frequency of these insertion events increases with stress, aging, and tumorigenesis ^11,16–20^, yet little is known about the enzymes that regulate their transfer to the nucleus. While it is established that nucleases such as EndoG and TREX1 can degrade cytoplasmic DNA in humans to prevent activation of the immune response^2,3^, it remains unclear whether these mechanisms could also play a role in preventing cytoplasmic DNA from causing harmful genome instability. A major barrier to addressing this question is the difficulty of detecting these rare insertion events. Here we introduce a high-throughput amplicon sequencing pipeline that enables detection and analysis of many thousands of these events in yeast and we provide evidence that the yeast EndoG homolog prevents genome instability in stressed cells by degrading cytoplasmic DNA species.

## *Break-Ins* method for insertion analysis

To study nuclear genome instability caused by insertion of mtDNA and retrotransposon cDNA, we developed a high-throughput amplicon sequencing based method called *Break-Ins* (*Break Ins**ertions*) which allows screening of hundreds of thousands of NHEJ products simultaneously for the events carrying NUMTs (Fig. 1a). This method is suitable for testing many mutant strains or conditions simultaneously. We used yeast haploid cells carrying a galactose-inducible HO endonuclease that generates a single double-strand break (DSB) per genome at the *MAT***a** locus. In this strain homologous sequences for DSB repair, *HML* and *HMR,* were deleted. Therefore, this DSB can only be repaired by NHEJ; only the cells that repaired the break imprecisely, altering the HO recognition site, can survive continuous HO induction and form colonies ^21^. To identify rare long >10 bp insertion events, repaired *MAT***a** loci were amplified by PCR using primers located upstream and downstream from the HO cut site. 

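Growing WT cells, Dna2-deficient cells and *pol4*Δ cells were re-analysed from the authors' lists of unique insertions. Each condition has a list of insertions with a single donor, and Dna2-deficient cells have one of insertions with several donors too, while growing WT and *pol4*Δ cells have none. Each NHEJ product is an independently repaired colony, and a rate is the number of unique insertions divided by the colonies that the sample labels give, per 10000 NHEJ products. Growing WT cells came as 6 libraries with 102976 colonies (15120 to 23856 per library), *dna2*Δ *pif1-m2* cells as 6 libraries with 197264 colonies (6000 to 76160) and *pol4*Δ cells as 2 libraries with 173760 colonies. The labels of 4 growing WT libraries give the same indexes and 16000 colonies each, and counting these once would leave 54976 colonies and raise rates in growing WT cells 1.87-fold. The same Dna2-deficient cells were also amplified with primers further from the DSB in 2 libraries with 52000 colonies. A library without a DSB (32000 colonies) has no list and gives no value. The authors removed PhiX and low-quality reads, joined the read pairs, kept inserts of at least 10 bp, removed duplicates and aligned each insert to the S288C reference R64. From there, each donor was assigned to Ty retrotransposons, rDNA, the remaining nuclear genome, mtDNA or the 2-micron plasmid, and counts by source refer to insertions with a single donor. Donors from the *MAT* locus itself were left out of all totals. Rates have exact 95% Clopper-Pearson confidence intervals, and ratios of rates have exact 95% intervals. Ratios were tested with a two-sided Fisher's exact test, with p adjusted by Benjamini-Hochberg over the 110 comparisons of rates, of which 88 passed. The lists pool all libraries of a condition without naming them, so intervals, p and limits for a count of 0 cover counting error only and not the spread between cultures. The sequencing run of each insertion was read from its read name, and shares of the sources by run stand in for that spread.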

Libraries of PCR fragments were prepared using a modified Illumina procedure and subjected to amplicon sequencing using the MiSeq platform (Fig. 1a–b; Extended Data Fig. 1a–e). To test this method, we initially compared wild-type cells in which insertions are very rare and Dna2-deficient cells in which insertions are common ^22^. 

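In *dna2*Δ *pif1-m2* cells, 3965 insertions were found, a rate of 201 per 10000 NHEJ products (95% CI 195–207). Most came from the nuclear genome outside the rDNA, with 2935 insertions, followed by rDNA with 540 and Ty retrotransposons with 237. The 2-micron plasmid gave 4 insertions. mtDNA gave none, which allows a rate of up to 0.152 per 10000. Donors joined from several places made up 249 insertions (6.28%, 95% CI 5.54–7.08), and 207 of these held nuclear fragments only. Insertions with a single donor came from 2 sequencing runs, in which nuclear DNA including rDNA made up 93.5 and 94.3%.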

Over 100,000 colonies corresponding to independent NHEJ repair events were pooled in wild-type or Dna2-deficient cells. Amplification of the *MAT***a** locus with NHEJ products from Dna2-deficient cells, but not from WT cells, showed a smear of products above the band corresponding to the normally repaired *MAT***a** fragment size, suggesting many insertions in mutant but not WT cells (Fig. 1c). Only reads carrying insertions of >10 bp, hereafter called “insertions”, were subjected to analysis. 

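The rate of insertions in growing WT cells was 0.777 per 10000 NHEJ products (95% CI 0.335–1.53), or 1 in 12872 colonies. The rate was 0.291 (95% CI 0.0601–0.851) for Ty retrotransposons and 0.194 (95% CI 0.0235–0.702) for rDNA. The 3 Ty donors were all Ty1 fragments, and 1 of them was an LTR fragment that ran 9 nt into the primer binding site. The *MAT* locus itself was the donor of 4 further insertions, which were not counted. The authors' lists used here include none of insertions with several donors for these cells.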

In wild-type growing cells, only 8 unique insertions were identified, three of which were derived from Ty retrotransposons, two from rDNA, and three from other parts of the nuclear genome (**Supplementary Table 1**). 

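Loss of Dna2 raised insertions from each nuclear source. Total insertions in *dna2*Δ *pif1-m2* cells were 259-fold (95% interval 131–600) above growing WT cells. Insertions of rDNA rose 141-fold (38.8–1167, adjusted p = 1.69e-94) and those of the remaining nuclear genome 511-fold (175–2478). Ty insertions rose 41.2-fold (13.9–201, adjusted p = 1.77e-38, Fisher's exact test for each). The width of these intervals comes from the few insertions in WT cells. In the run shared by both, Ty DNA gave 6.55% of insertions with a single donor in *dna2*Δ *pif1-m2* cells and 3 of 6 in WT cells.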

Overall, a ~280-fold increase in insertions was observed in *dna2*Δ *pif1-m2* cells (Extended Data Fig. 2a). Repeating amplicon sequencing of the same DNA but using primers located further from the DSB led to identification of ~25% new insertions (Extended Data Fig. 2b). 

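With the primers further from the DSB, 1292 insertions were found in *dna2*Δ *pif1-m2* cells, 1228 of them with a single donor. Of these, 831 (67.7%, 95% CI 65.0–70.3) had a donor also found with the first primers, matched when start and end differed by at most 6 bp in sum, and 397 (32.3%) did not. Nuclear DNA including rDNA made up 93.5% of the insertions with these primers and Ty DNA 6.51%. An overlap of any 1 bp, which leaves 23.9% new, counts neighbouring donors as the same insertion.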

Nearly all unique insertions observed only with one pair of primers were represented by a lower read number, likely representing events more difficult to sequence. The distribution of inserted DNA within the genome, features of DNA inserted, and insertion junctions were comparable to previous Sanger analysis of individual NHEJ products (Extended Data Fig. 2c–e) ^22^. Together we conclude that *Break-Ins* produces high-quality data and can be applied to study the transfer of cytoplasmic DNA to nucleus.

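Insertions from the nuclear genome of *dna2*Δ *pif1-m2* cells came from all 16 chromosomes, roughly in proportion to chromosome length, and more often than chance from telomeric regions, replication origins and tRNA genes. Across the 16 chromosomes, the number of insertions outside the rDNA correlated with length (Pearson's r = 0.964, Spearman's rho = 0.956, p = 1e-05 for each, the smallest that the permutation test could give, adjusted p = 1.23e-05 over 16 correlations). Without chromosomes I and IV, the farthest from the median length, r was 0.934. Of the 2935 insertions, 297 lay within 1000 bp of an ARS against 206 expected from random placement of fragments of the same lengths (1.44-fold, adjusted p = 5.20e-09, exact one-sided test for this and the other regions). Within 1000 bp of a telomere, 69 were found against 43.0 expected (1.60-fold, adjusted p = 0.000667), and within 200 bp of a tRNA gene 54 against 39.4 (1.37-fold, adjusted p = 0.0344). Of the gene lists set before the data were examined, the 275 tRNA genes had 35 insertions against 18.5 expected (1.90-fold, adjusted p = 0.00256), from 31 genes including YNCC0010C with 3. The 14 flocculin genes with internal repeats had 20 against 9.29 (2.15-fold, adjusted p = 0.00842), among them *FLO9* with 6, *FLO5* with 4, *HPF1* with 3 and *FLO1* with 2. Genes of ribosomal proteins (1.12-fold), Y′ helicases (1.35-fold), heat shock proteins (1.31-fold), glycolysis (0.978-fold) and galactose use (0.884-fold) did not pass the test. The histone genes and the loci altered in the strain had none. The most frequent donor genes were *YRF1-7* with 12 insertions, *RUF5-1* with 7, *FLO9* and YHR054C with 6 each, *ACS1* and *FIG2* with 5 each, and *ADY3*, *ARP5*, *CSF1* and *CUP1-1* with 4 each. Among them *YRF1-7* (p = 0.000408), *RUF5-1* (p = 3.62e-05), YHR054C (p = 0.00726) and *CUP1-1* (p = 0.0238) passed the test after Bonferroni correction over 6413 genes. *CUP1-1* lies within *RUF5-1* and YHR054C beside it, so these genes are not independent. Copies of a gene beyond those of the reference were not counted, and whether donors in *YRF1-7* match other Y′ helicase genes equally well was not tested. When donors within 1000 bp of each other were counted once, which by construction caps what a dense locus adds, the regions near telomeres (1.02-fold), the tRNA regions (1.40-fold) and the flocculin genes (1.37-fold) no longer passed. This kept 2079 of the 2935 donors and merges neighbours of any origin, so it does not tell whether dense loci carry these excesses.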

## Frequent NUMTs and retrotransposon cDNA insertions in stationary phase cells

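No mtDNA donor was found among the 102976 NHEJ products of growing WT cells, so an mtDNA rate of up to 0.291 per 10000 would have gone undetected. The same limit holds for the 2-micron plasmid, the other DNA outside the chromosomes. The 8 insertions came from 2 sequencing runs, with 2 insertions in one and 6 in the other, and the Ty insertions were all in the latter.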

Analysis of insertions in wild-type cells suggests that the transfer of mtDNA or cDNA is rare in dividing cells grown in optimal conditions (Fig. 1d). To study the transfer of cytoplasmic DNA to the nucleus, we decided to test NHEJ products from nondividing, stationary phase cells where transfer of mtDNA was observed in fission yeast ^11^ and where retrotransposon transcription increases dramatically ^23^. NHEJ products were analyzed in nondividing cells incubated in synthetic complete media for 1, 2, 3, 8 or 16 days followed by DSB induction on YEPGal plates. 

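Stationary phase WT cells came as 2 libraries at 1 day (147120 colonies), 2 at 2 days (119040), 6 at 3 days (183904), 10 at 8 days (247224) and 7 at 16 days (621124). Colonies per library ranged from 192 to 270000, and the largest pair of libraries held 86.9% of the colonies at 16 days. Mutants at 8 days came as 2 libraries each for *lig4*Δ (10200 colonies), *pol32*Δ (13020) and *rad51*Δ (36720) and as 1 library each for *pol4*Δ (20880) and *sch9*Δ (40720). Rates were compared with growing WT cells, or for mutants with WT cells at 8 days. WT cells at 3, 8 and 16 days came from 4, 7 and 3 sequencing runs, and those at 1 and 2 days from a single one. Growing WT cells shared no run with stationary phase cells, but the run with 6 of their 8 insertions gave 2962 insertions with a single donor from *dna2*Δ *pif1-m2* cells, so a low yield of that run does not account for so few. Growing WT cells were all of strain JKM139 and those at 1 and 2 days all of yYY517, so strain and cell state cannot be told apart at these days, while later days mix strain names. The *lig4*Δ, *pol4*Δ, *rad51*Δ and *pol32*Δ cells shared a run without WT cells and had 1.96, 29.7, 180 and 184 insertions per 10000 there, so the low rates in *lig4*Δ and *pol4*Δ are not explained by the run alone, while run and genotype cannot be told apart for *rad51*Δ and *pol32*Δ against WT. Where a source had no insertion in the reference cells, the fold change is a lower bound that sets the reference at the 3 counts which a count of 0 allows.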

The time of survival after cells enter stationary phase due to the exhaustion of nutrients is often referred to as chronological lifespan ^24^. PCR amplification of the *MAT***a** locus suggests a high level of inserted DNA (Fig. 1c). Indeed, a dramatic increase in insertions was observed in early 1-, 2- or 3-days stationary phase wild-type cells (Fig. 1d). 

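Insertions rose within the first day of stationary phase and went on rising to day 3. Their rate was 9.52 per 10000 NHEJ products (95% CI 8.01–11.2) at 1 day, 85.3 (80.1–90.7) at 2 days and 100 (95.9–105) at 3 days. Compared with growing cells this was an increase of 12.2-fold (95% interval 6.05–28.9, adjusted p = 6.02e-23), 110-fold (55.5–255, adjusted p = 1.19e-258) and 129-fold (65.5–300) by Fisher's exact test. Behind these rates stand 140, 1015 and 1847 insertions.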

At these earliest time points (1–3 days), inserted DNA originated mostly from mtDNA (~340–570-fold increase at 2–3 days) and Ty retrotransposons (~150-fold increase at 2–3 days). 

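Ty DNA came first and mtDNA followed. At 1 day 103 of the 126 insertions with a single donor were from Ty retrotransposons (81.7%) and 3 from mtDNA, whereas at 3 days 712 were from Ty (40.7%) and 919 from mtDNA (52.6%). Ty insertions rose 24.0-fold at 1 day (95% interval 8.00–118, adjusted p = 9.12e-20), 153-fold at 2 days (52.2–746, adjusted p = 7.22e-138) and 133-fold at 3 days (45.3–646, adjusted p = 2.79e-131). NUMTs rose at least 100-fold at 2 days (adjusted p = 1.80e-94) and at least 172-fold at 3 days (adjusted p = 1.35e-177), with none found in growing cells. At 1 day the 3 NUMTs were within the limit of a count of 0 in growing cells. Insertions from the nuclear genome rose 10.0-fold at 2 days (4.06–32.1, adjusted p = 8.38e-11) and 12.9-fold at 3 days (5.36–40.4, adjusted p = 2.95e-16). At 1 day their ratio was 2.66 (0.961–9.11, adjusted p = 0.0722, Fisher's exact test throughout). Over the 4 sequencing runs at 3 days the share of Ty DNA ranged from 33.1 to 45.5% and that of mtDNA from 48.4 to 60.9%.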

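With longer time in stationary phase, mtDNA and nuclear DNA became the main donors while Ty insertions fell back. The rate of NUMTs was 87.7 per 10000 NHEJ products (95% CI 84.1–91.4) at 8 days and 288.4 (284–293) at 16 days, at least 301-fold and at least 990-fold above growing cells. Nuclear insertions reached 21.5 per 10000 (19.7–23.4) at 8 days, a 44.2-fold rise (18.8–137, adjusted p = 2.16e-71), and 156 (153–159) at 16 days, a 321-fold rise (137.6–989). Ty insertions, at 29.7 per 10000 (27.6–32.0) at 8 days and 19.0 (17.9–20.1) at 16 days, remained 102-fold (34.8–496, adjusted p = 4.20e-105) and 65.0-fold (22.2–316, adjusted p = 1.25e-72) above growing cells. All insertions together rose 190-fold (96.5–441) and 679-fold (345–1573) by Fisher's exact test. At 16 days mtDNA made up 62.0%, nuclear DNA 33.5% and Ty DNA 4.07% of insertions with a single donor. Over 3 sequencing runs the mtDNA share at 16 days ranged from 47.5 to 63.2%, and over 7 runs at 8 days from 48.8 to 81.0%. From the rise over these days, the paper concludes that NUMT formation increases in stationary phase cells.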

At later 8- and 16-day timepoints, NUMTs further increased up to over 1900-fold compared to growing cells and pieces of the nuclear genome were inserted as well (~60–380-fold increase). 

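Without Lig4, the ligase of NHEJ, insertions nearly disappeared, and without Pol4 they fell less, with Ty insertions falling least. In *lig4*Δ cells at 8 days 2 insertions were found, 75.4-fold fewer per colony than in WT cells (95% interval 20.9–623, adjusted p = 1.54e-60). As the paper calls Lig4 essential for NHEJ, *lig4*Δ colonies need not be NHEJ products. One of them came from Ty, a rate 30.3-fold below WT (5.43–1199). mtDNA and the nuclear genome gave no insertion with a single donor in *lig4*Δ cells, a reduction of at least 29.8-fold (adjusted p = 2.24e-38) and at least 7.30-fold (adjusted p = 1.58e-09). In *pol4*Δ cells 62 insertions were found, 4.98-fold fewer than in WT cells (3.87–6.51, adjusted p = 3.33e-62). NUMTs fell 15.3-fold (8.72–29.6, 12 insertions, adjusted p = 1.38e-58), nuclear insertions 4.98-fold (2.61–11.0, 9 insertions) and Ty insertions 1.55-fold (1.13–2.19, 40 insertions, adjusted p = 0.0063). All 40 Ty insertions were from Ty1. Each p is from Fisher's exact test. The fall in Ty insertions in *pol4*Δ cells did not pass when near duplicates, with starts and ends within 10 bp in sum, were merged (ratio 0.807).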

Insertions from all DNA sources (Ty, mtDNA, nuclear genome) were dependent on Lig4, essential for NHEJ, and largely dependent on DNA polymerase Pol4 known to promote error-prone NHEJ ^25^. They were independent of Rad51 or a nonessential component of Pold, Pol32, which makes it unlikely that break-induced replication-like events were involved (Extended Data Fig. 3a–b). 

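In *rad51*Δ and *pol32*Δ cells the total of insertions was slightly above WT, with more NUMTs and fewer nuclear insertions, though no run held them with WT cells. In *rad51*Δ cells at 8 days 661 insertions were found, 1.22-fold the WT rate (95% interval 1.12–1.32, adjusted p = 6.93e-06), and in *pol32*Δ cells 239, 1.24-fold (1.08–1.42, adjusted p = 0.00197). NUMTs rose 1.57-fold in *rad51*Δ (1.43–1.74, adjusted p = 2.52e-18) and 1.65-fold in *pol32*Δ (1.41–1.91, adjusted p = 1.27e-09). The ratio to WT of nuclear insertions was 0.634 in *rad51*Δ (0.465–0.848, adjusted p = 0.00176) and 0.393 in *pol32*Δ (0.195–0.710, adjusted p = 0.00103). Ty insertions fell in *rad51*Δ (ratio 0.614, 0.471–0.789, adjusted p = 8.97e-05), and in *pol32*Δ the ratio was 0.853 (0.582–1.21, adjusted p = 0.448, Fisher's exact test for each). The mtDNA share was 81.3% in *rad51*Δ and 81.0% in *pol32*Δ, against the highest share of 81.0% among the runs of WT cells. From independence of both proteins, the paper proposes that break-induced replication-like events were unlikely to be involved.

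**Figure D1:**
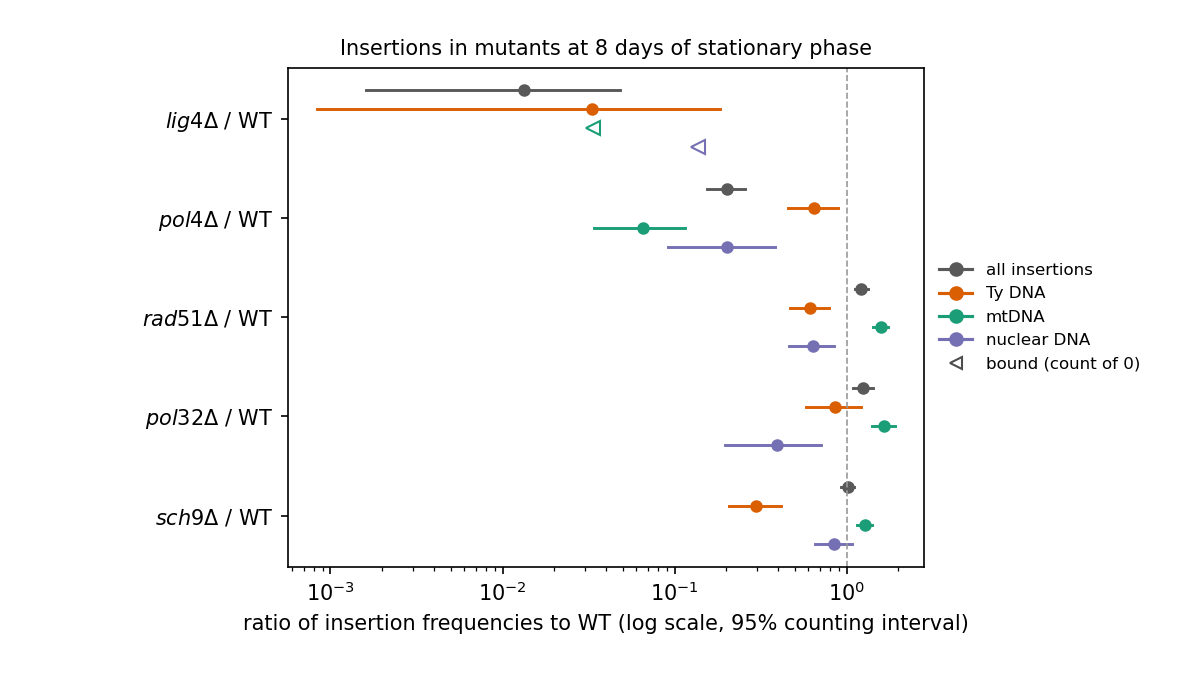
Ratio of insertions per colony to WT cells at 8 days (log axis) for each source in 5 mutants, with exact 95% intervals. Open arrows mark bounds where no insertion was found. For all insertions together *lig4*Δ and *pol4*Δ lie lowest, and single sources differ within a mutant, with Ty DNA at 0.297 in *sch9*Δ and NUMTs at 1.57 in *rad51*Δ.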

Very rare insertions were observed in *pol4*Δ cells (**Supplementary Table 1**). 

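In growing *pol4*Δ cells, 1 insertion longer than 10 bp was found among 173760 NHEJ products, a rate of 0.0576 per 10000 (95% CI 0.00146–0.321). Its donor lay in the nuclear genome. This was 13.5-fold below growing WT cells (95% interval 1.81–599, adjusted p = 0.00301, Fisher's exact test). The *MAT* locus was the donor of 10 further insertions, which were left out. No growing *pol4*Δ library shared a run with growing WT cells.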

Genetic requirements and microhomology at DSB ends (Extended Data Fig. 3c) suggest that most of the insertions occurred by capture of DNA fragments at DSB by NHEJ. Additional analysis of ~0.5 mln NHEJ products from 16-day stationary phase wild-type cells revealed together over 20,000 NUMTs. 

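At 16 days mtDNA was part of 21649 insertions in WT cells. Of these, 17910 had mtDNA as the single donor and 3739 joined mtDNA to further fragments. At 8 days 2352 of 3655 insertions held mtDNA.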

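NUMTs with a single donor in WT cells at 16 days were 27 to 517 bp long, with a median of 97 bp and quartiles of 73 and 134 bp. Of bins of 5 bp counted from 0 bp, that with the most NUMTs was 75 to 79 bp, with 965 of the 17910. The range at 8 days was 27 to 458 bp.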

The size of NUMTs ranged from 22 to 492 bp, comparable to natural yeast NUMTs (Extended Data Fig. 3d, ^26^). Interestingly, the minimal size of mtDNA for efficient insertion is 44–46 bp (Fig 1e) which likely reflects the DNA length-dependent cooperative binding of Ku70/Ku80 heterodimer to DNA, where ~45 bp-long dsDNA is the minimal DNA size for optimal binding ^27^. 

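NUMTs shorter than 44 bp were rare at 16 days and their number rose steeply above that length. Per bp of length there were 14.5 NUMTs from 31 to 43 bp, 35.7 from 44 to 46 bp, 145 from 47 to 60 bp and 179 from 61 to 100 bp. Above 100 bp the number fell to 100 per bp from 101 to 150 bp and to 11.8 per bp from 201 to 300 bp. In all, 1.07% of NUMTs were shorter than 44 bp and 97.5% were 44 to 300 bp long. Nuclear insertions had 45.7 per bp at their most frequent lengths of 101 to 150 bp and 0.667 per bp from 44 to 46 bp.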

The size of insertions originating from Ty retrotransposons was comparable to NUMTs while the size of insertions from the nuclear genome was about twice as long (Extended Data Fig. 3d). 

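Nuclear insertions were the longest, with a median of 192 bp (quartiles 134 and 270 bp) in WT cells at 16 days against 109 bp (74 and 216 bp) for Ty insertions. Their median was 1.98 times that of NUMTs and 1.76 times that of Ty insertions (permutation test, p = 1e-05 for each, the smallest it could give, adjusted p = 1.33e-05). The median of NUMTs was 12 bp below that of Ty insertions at 16 days and 16 bp above it at 8 days, when Ty insertions had a median of 79 bp (the same p for each). Nuclear insertions at 8 days had a median of 182 bp.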

Among NHEJ products that have altered the HO cleavage site (~0.1–0.3% of cells plated), about 1% carried NUMTs which corresponds to about one NUMT per 10^5^ cells plated. 

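NUMTs with a single donor were found in 1 of 200 NHEJ products of WT cells at 3 days, 1 of 114 at 8 days and 1 of 34.7 at 16 days. At 2 days they were found in 1 of 342 products. Any insertion longer than 10 bp was found in 1 of 67.6 products at 8 days and 1 of 19.0 at 16 days.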

Inserted fragments of the nuclear genome often originated from fragile regions of the genome such as telomeric, R-loop-prone, or repetitive regions (Extended Data Fig. 3e). Thus, insertions at DSBs can occur in stressed stationary phase wild-type cells, and are not limited to mutant cells such as Dna2-deficient yeast or human cells, or cancer cells ^22,28,29^.

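In WT cells at 3, 8 and 16 days, insertions from the nuclear genome came from the chromosomes in proportion to length and more often than chance from the chromosome ends. Outside the rDNA 9234 such insertions were found, and 236 lay within 1000 bp of a telomere against 135 expected from random placement (1.74-fold, adjusted p = 2.55e-14, exact one-sided test). Counting donors within 1000 bp of each other once, which by construction caps what a dense locus adds, gave 0.833. This kept 3522 of the 9234 donors, merging neighbours of any origin, while the expectation was not merged alike. It does not tell whether dense loci carry the excess. Within 200 bp of tRNA genes 158 were found against 124 expected (1.28-fold, adjusted p = 0.00733), and within 1000 bp of an ARS 691 against 649 (1.07-fold, adjusted p = 0.0793). Centromeres themselves were overlapped by 1 against 4.12 expected. Among gene lists set before the data were examined, the Y′ helicase genes passed with 51 insertions against 34.9 (1.46-fold, adjusted p = 0.0434), 43 from *YRF1-7*, 7 from *YRF1-8* and 1 from *YRF1-6*. With the same cap this list had 3 against 13.3, which is no sign of depletion, as most of its donors lie in *YRF1-7*. The tRNA genes had 77 against 58.2 (1.32-fold, adjusted p = 0.0568), with 2 each from *SUF1*, YNCD0005C, YNCE0016C and YNCG0023C. Genes of ribosomal proteins had 127 against 104 (1.22-fold, adjusted p = 0.0704), with most from *RPL18B* (5), *RPL7A* (4) and *RPS9A* (4). Heat shock genes had 44 against 31.2 (1.41-fold, adjusted p = 0.0704), led by *HSC82* and *HSP82* with 5 each and *TPS2* with 4. Glycolysis genes had a ratio of 1.36 (*PDC1* 5, *CDC19* 4, *ENO1* and *HXK1* 3 each), histone genes 1.61 (*HHF2* 2), flocculin genes 1.16 (*HPF1* 6, *AGA1* and *FLO5* 5 each) and galactose genes 0.469 (*GAL1*, *GAL10*, *GAL2* and *GAL4* 1 each). The loci altered in the strain had a ratio of 1.35, from *ADE1*, *ADE3* and *HO* with 3 each and *URA3* with 2. None of these 5 lists passed the test. The most frequent donor genes besides *YRF1-7* were *TAF2* with 25, *IMD2* with 12, *DYN1* and *NUM1* with 10 each, *HXT7* and *URA2* with 9 each, and *ACE2*, *CMR2* and *CYC8* with 8 each. *YRF1-7* (p = 7.65e-23), *TAF2* (p = 5.83e-10) and *IMD2* (p = 0.000222) passed after Bonferroni correction over 6413 genes. The expectation took *YRF1-7* alone, and whether its donors match other Y′ helicase genes equally well was not tested. Its excess may therefore reflect how donors were assigned among these genes. *TAF2* lies directly right of *MAT* on chromosome III. Across the 16 chromosomes at 16 days, the number of insertions correlated with length with r = 0.991 and rho = 0.997, with p = 1e-05 for each (permutation test, adjusted p = 1.23e-05), and r was 0.984 without chromosomes I and IV. Regions prone to R-loops were not analysed here.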

Insertions of mtDNA at DSBs could originate from other cells in culture, dead or alive, or from loss of respiration coupled with loss of mtDNA. The level of respiration deficient petite colonies that either lost (*rho*^0^) or severely mutated mtDNA (*rho*^−^) does not change in day 1–3 of stationary phase as measured by ability to grow on a nonfermentable carbon source (Fig. 1f). Also, viability in days 1–3 is only slightly decreased while the number of NUMTs increases dramatically (Fig. 1f). Thus, NUMT formation in early stationary phase cells is not associated with overall loss of mtDNA or loss of viability. 

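The total of insertions in *sch9*Δ cells, which lack a kinase that shortens chronological lifespan, was close to WT at 8 days, and their sources shifted from Ty to mtDNA. The single library, labelled *sch9*Δ by title and genotype while its treatment text names *pol4*, gave 609 insertions, 149.6 per 10000 NHEJ products (95% CI 137.99–161.8), a ratio to WT of 1.01 (95% interval 0.927–1.10, adjusted p = 0.820). NUMTs rose 1.27-fold (1.15–1.41, adjusted p = 6.95e-06) and Ty insertions fell 3.36-fold (2.41–4.84, 36 insertions, adjusted p = 2.48e-17). The ratio of nuclear insertions was 0.846 (0.654–1.08, adjusted p = 0.230, Fisher's exact test for each). In the run that held WT cells too, the odds of Ty against mtDNA in *sch9*Δ were 0.201 of those in WT (0.133–0.299).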

Another argument against dead cells being a source of mtDNA for NUMT formation is that *sch9*Δ mutant maintains 100% viability at 8 days stationary phase (Extended Data Fig. 3f) ^30^, yet the number of insertions is similar when compared to WT. Finally, mtDNA fragments could originate from a cell’s own mitochondria, including connected mother-daughter pairs, or from other live cells in culture. We favor the first possibility because a previous study demonstrated that mtDNA can transfer to the nucleus but not between two yeast strains ^31^. Overall, we conclude that NUMT formation increases in stationary phase cells and that mtDNA inserted at DSBs likely originates from within the same cell.

## Nuc1 nuclease regulates cDNA and mtDNA insertions

In humans nucleases such as EndoG eliminate cytoplasmic DNA to prevent inflammation (review in ^1^) but it remains unknown if they impact nuclear genome stability. To test this in yeasts we followed genomic insertions of mtDNA and cDNA in cells lacking Nuc1, homolog of human EndoG. 

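Cells without Nuc1 came as 5 libraries at 3 days (108912 colonies), 6 at 8 days (140160), 4 at 16 days (113472) and 2 of growing cells (25560). *nuc1*-H138A cells, whose Nuc1 has no nuclease activity, came as 4 libraries at 8 days (126000 colonies). Each was compared with WT cells of the same day. All insertions of *nuc1*Δ cells at 3, 8 and 16 days and of *nuc1*-H138A cells came from sequencing runs that also held WT cells of that day, so that the odds of Ty against mtDNA could be compared within a run. Such odds need no colony counts. Donors in mtDNA genes were compared with random placement of fragments of the same lengths, and Ty1 regions and shares of complex insertions between cells with Fisher's exact test. A difference between days in the ratio of *nuc1*Δ to WT was tested by a likelihood ratio against 10000 sets of counts simulated with a common ratio, whose smallest p is 0.0001.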

The primary localization of Nuc1 is in mitochondria but during stress and sporulation it can relocate to the cytoplasm ^32,33^. EndoG nucleases have DNA endonuclease and 5’ exonuclease activities with preference for ssDNA over dsDNA ^34^. 

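Growing *nuc1*Δ cells had 2 insertions among 25560 NHEJ products, a rate of 0.782 per 10000 (95% CI 0.0948–2.83). Both came from Ty1. The ratio to growing WT cells was 1.01 (95% interval 0.104–5.05), so that a change of less than about 5-fold upward was not detectable at this depth. For mtDNA the count of 0 allows a rate of up to 1.17 per 10000.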

*NUC1* deletion does not affect DNA insertions at DSBs in growing cells (**Supplementary Table 1**); however, we found it has a profound impact in stationary phase cells. In *nuc1*Δ cells, the overall level of insertions is higher due to ~11-fold increase of retrotransposon cDNA insertions. This is consistent with the possibility that Nuc1 degrades Ty1 cDNA that forms in cytoplasm. 

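At 8 days, *nuc1*Δ cells had more insertions than WT cells because of Ty DNA. Ty insertions numbered 3679 in *nuc1*Δ, 262 per 10000 NHEJ products (95% CI 254–271), and rose 8.83-fold (95% interval 8.15–9.57) over WT. Total insertions, 4553 in *nuc1*Δ, rose 2.20-fold (2.10–2.30, adjusted p = 2.03e-281, Fisher's exact test). Ty DNA made up 91.7% of insertions with a single donor in *nuc1*Δ cells against 21.3% in WT cells. Over 3 sequencing runs the share in *nuc1*Δ ranged from 87.7 to 92.9%, and over 7 runs the share in WT ranged from 9.15 to 40.6%. From the rise in Ty insertions, the paper raises the possibility that Nuc1 degrades Ty1 cDNA formed in the cytoplasm.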

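In *nuc1*Δ cells at 8 days 104 NUMTs were found against 2168 in WT cells. Their rate of 7.42 per 10000 NHEJ products (95% CI 6.06–8.99) was 11.8-fold below WT (95% interval 9.71–14.5, adjusted p = 8.63e-288, Fisher's exact test). The odds of Ty against mtDNA donors were higher in *nuc1*Δ than in WT in each of the 3 shared sequencing runs, 127-fold (79.3–207), 178-fold (122–261) and 23.0-fold (13.6–39.2). The share of mtDNA in *nuc1*Δ ranged from 1.58 to 5.65% over these runs.

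**Figure D2:**
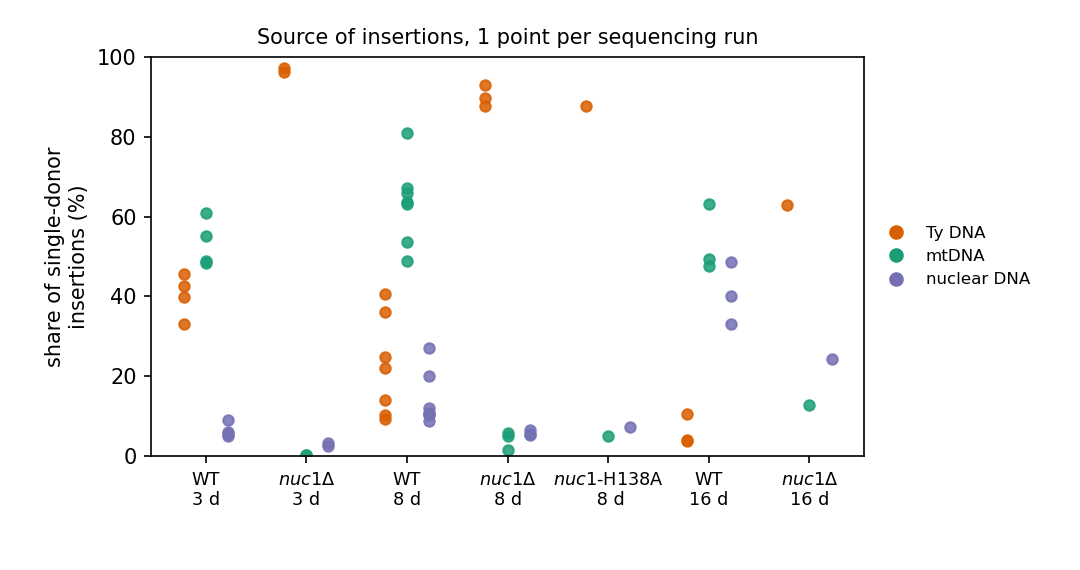
Share of insertions with a single donor (%) from Ty, mtDNA and the nuclear genome in each sequencing run for WT, *nuc1*Δ and *nuc1*-H138A cells, by day. In every run at 8 days the Ty share is 87.7% or more in both mutants and 40.6% or less in WT cells.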

Unexpectedly, NUMTs were reduced by ~12-folds in *nuc1*Δ suggesting a more complex role of this nuclease in regulation of mtDNA transfer to nucleus that is addressed below. 

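Insertions from the nuclear genome numbered 226 in *nuc1*Δ cells at 8 days, 16.1 per 10000 NHEJ products (95% CI 14.1–18.4), and were slightly below WT. The ratio was 0.751 (95% interval 0.640–0.879, adjusted p = 0.000412, Fisher's exact test). By part, it was 0.407 for rDNA and 0.810 for the remaining nuclear genome, a comparison added after seeing the data. When every fragment of complex insertions was counted, the ratio was 0.874 and did not pass the test (adjusted p = 0.0806). The nuclear share in WT cells ranged from 8.85 to 27.2% over 7 sequencing runs.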

Insertions from the nuclear genome at 8 days remained at the level comparable to wild type (Fig. 2a). Nuc1 nuclease activity is responsible for the changes of NUMTs and Ty cDNA insertions, as evidenced by a similar pattern of insertions in *nuc1*-H138A nuclease dead mutant and *nuc1*Δ cells (Fig. 2a). 

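The nuclease-dead *nuc1*-H138A cells showed the same shift from mtDNA to Ty DNA as *nuc1*Δ cells, with a smaller rise in Ty insertions. At 8 days 2336 insertions were found, 1927 from Ty, 109 from mtDNA and 161 from the nuclear genome. Relative to WT, Ty insertions rose 5.14-fold (95% interval 4.72–5.61), NUMTs fell 10.1-fold (8.36–12.4, adjusted p = 1.86e-251) and the ratio of nuclear insertions was 0.595 (0.496–0.711, adjusted p = 3.74e-09). Total insertions rose 1.25-fold (1.19–1.32, adjusted p = 2.79e-17). Compared directly with *nuc1*Δ, the ratio was 0.583 for Ty insertions (0.551–0.616, adjusted p = 3.61e-87), 1.17 for NUMTs (0.883–1.54, adjusted p = 0.304) and 0.792 for nuclear insertions (0.643–0.974, adjusted p = 0.0315). These p are from Fisher's exact test. Within the run shared with WT cells, the odds of Ty against mtDNA were 83.8-fold those in WT (59.5–118). *nuc1*-H138A and *nuc1*Δ cells were sequenced in different runs, so run and genotype cannot be told apart in their direct comparison.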

Considering the broad impact of Nuc1 on generation of insertions, we analyzed the pattern of insertions additionally at 3 and 16 days and observed a comparable effect on mtDNA and Ty DNA (Fig. 2b). 

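The rise in Ty insertions in *nuc1*Δ cells was of similar size at 3 and 16 days, while the fall in NUMTs was largest at 3 days. Ty insertions rose 9.54-fold at 3 days (95% interval 8.81–10.3) and 8.19-fold at 16 days (7.60–8.82). NUMTs fell 54.4-fold at 3 days (29.5–114, 10 insertions, adjusted p = 3.81e-167) and 9.09-fold at 16 days (8.19–10.1, 360 insertions). Nuclear insertions rose 1.62-fold at 3 days (1.23–2.12, adjusted p = 0.000607) and at 16 days their ratio was 0.384 (0.355–0.415, adjusted p = 4.06e-171). All insertions together rose 4.32-fold at 3 days (4.09–4.56), and at 16 days their ratio was 0.516 (0.497–0.536). The ratio of *nuc1*Δ to WT differed between the days for mtDNA (simulated p = 0.0001, the smallest it could be) and for Ty DNA (p = 0.021, adjusted p = 0.0252). These p cover counting error only, and at 8 days alone the odds of Ty against mtDNA ranged from 23.0-fold to 178-fold over runs. The small difference for Ty DNA is therefore not set apart from spread between runs. In the run with both genotypes at 3, 8 and 16 days, these odds were 844-fold, 178-fold and 59.1-fold. Within shared runs the odds of Ty against mtDNA rose 844-fold (392–2142) and 375-fold (119–1864) at 3 days and 59.1-fold (32.3–118) at 16 days. The run of *nuc1*Δ cells at 16 days held 305 of the WT insertions with a single donor, and within it the odds of nuclear against mtDNA donors were 1.85-fold those in WT (1.41–2.42).

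**Figure D3:**
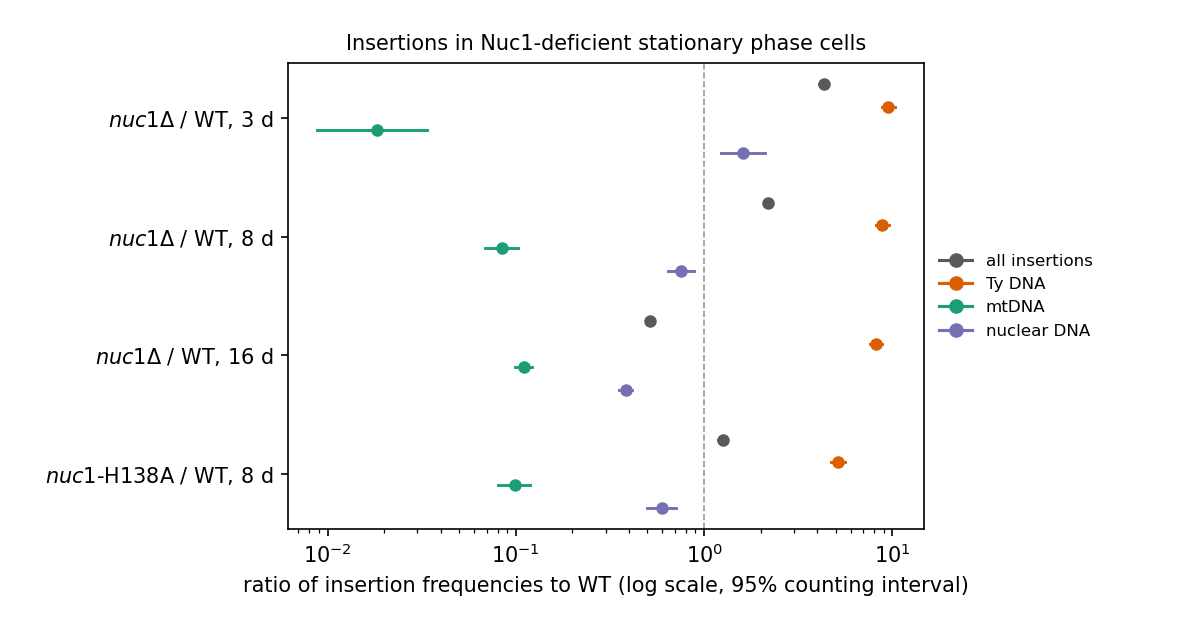
Ratio of insertions per NHEJ product to WT cells of the same day (log axis) for *nuc1*Δ cells at 3, 8 and 16 days and *nuc1*-H138A cells at 8 days, by source, with exact 95% intervals. Ty DNA lies between 5.14 and 9.54 and mtDNA below 1 throughout, and the nuclear ratio falls from 1.62 at 3 days to 0.384 at 16 days.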

Low mtDNA insertions in *nuc1*Δ cells are not related to a change in viability or respiration proficiency (Fig. 2c). 

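The rate of NUMTs in *nuc1*Δ cells was 0.918 per 10000 NHEJ products at 3 days (95% CI 0.440–1.69) and 31.7 at 16 days (28.5–35.2). At 16 days the NUMTs had a median length of 112 bp in *nuc1*Δ against 97 bp in WT cells (permutation test, p = 2e-05, adjusted p = 2.29e-05). The difference at 8 days, 102.5 against 95 bp, did not pass (p = 0.28). The mean of log2 lengths at 8 days was higher in *nuc1*Δ by 0.153 (adjusted p = 0.032). Among cells with Nuc1, the median was 75 bp in *sch9*Δ at 8 days and 110 bp in WT at 2 days. It was 113 bp in *spt3*Δ at 8 days and 117 bp in old WT mothers. The 112 bp of *nuc1*Δ thus lies within the range of cells with Nuc1, and the permutation test does not cover such spread between groups.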

By 16 days, NUMTs increased in *nuc1*Δ cells, indicating the existence of a less efficient Nuc1-independent pathway of NUMT formation of slightly longer size.

NUMTs in wild-type cells originated from throughout the 86 kb-long yeast mitochondrial chromosome (Fig. 2d, Extended Data Fig. 4a). 

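NUMTs came from nearly the whole mitochondrial genome, with some genes represented more often than by random placement. At least 1 NUMT covered 71.8% of the 85779 bp of mtDNA in WT cells at 3 days, 90.9% at 8 days and 99.4% at 16 days, and in *nuc1*Δ cells 13.6% at 8 days and 41.4% at 16 days. Of the 12 mtDNA genes on the list set before the data were examined, 7 had more NUMTs than expected at 16 days and 1 had fewer (exact two-sided Poisson-binomial test, p adjusted over the list alone). *COX1* (mt 13818–26701), a subunit of cytochrome oxidase, had 3728 against 2717 expected (1.37-fold, adjusted p = 4.73e-89), and *COB* (mt 36540–43647) had 2060 against 1509 (1.36-fold). *21S_RRNA* (1.34-fold), *SCEI* (1.62-fold), *ATP6* (1.42-fold), *COX3* (1.34-fold) and *15S_RRNA* (1.25-fold) were also above expectation. *SCEI* (mt 61022–61729) lies within *21S_RRNA* (mt 58009–62447), so their counts are not independent. *RPM1* (mt 85295–85777), the RNA of mitochondrial RNase P, had 64 against 101 (0.631-fold, adjusted p = 0.000132). *ATP8* (1.13-fold), *ATP9* (1.21-fold), *VAR1* (1.07-fold) and *COX2* (1.12-fold) did not pass the test. At 3 and 8 days *COX1* alone passed, 1.25-fold (adjusted p = 0.0212) and 1.18-fold (adjusted p = 0.00708). No gene passed in *nuc1*Δ cells at 8 or 16 days, where 104 and 360 NUMTs limit the test.

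**Figure D4:**
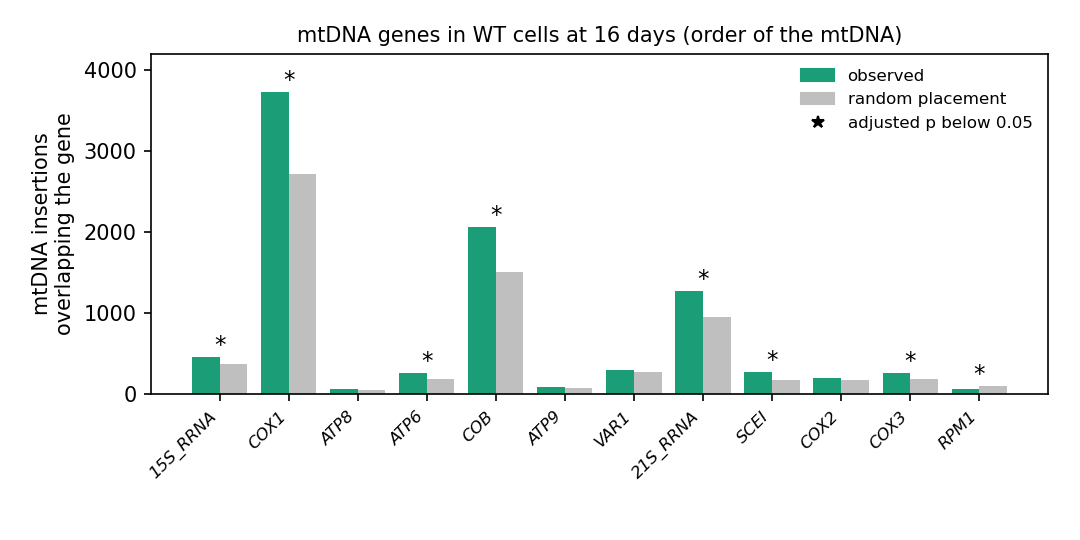
Observed NUMTs and those expected from random placement (number of insertions) for each of 12 mtDNA genes in WT cells at 16 days; asterisks mark an adjusted p below 0.05. *COX1* and *COB* stand furthest above expectation in number, and *RPM1* lies below it.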

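Among 3637 insertions of WT cells at 16 days with several mtDNA fragments, none joined exons of *COX1*, *COB* or *21S_RRNA* as splicing would. The only insertions that joined fragments at annotated exon ends within 3 bp were 3 at Q0255, a gene with an annotated intron of 31 bp from mt 75873, named here after its values were seen. No single donor ran across the 29 bp that these insertions skip, against 9.50 expected from neighbouring positions. Unspliced DNA was common, with 331 single donors running across an intron end of *COX1* and 212 across one of *COB*. Of 47 insertions with several nuclear fragments at 16 days, none joined exons of the 331 nuclear genes with introns.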

We have not observed insertions of spliced mtDNA fragments, indicating that reverse transcribed RNA is not a source of inserted mtDNA. Interestingly, G-rich sequences often mark the boundaries of the peaks of inserted mtDNA (Fig. 2e). Indeed, insertions from wild-type cells (p-value < 2.2e-16, one-sided Wilcoxon test) but not *nuc1*Δ (p-value = 1, one-sided Wilcoxon test) have an inverse relationship with G4- or GC-rich sequences. 

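NUMTs avoided GC-rich mtDNA in WT cells and favoured it in *nuc1*Δ cells. The mitochondrial genome has a GC content of 17.1%, and 152 of its 1715 windows of 50 bp have at least 40%. Coverage by NUMTs per GC-rich window relative to the other windows was 0.584 in WT cells at 3 days, 0.622 at 8 days (p = 0.0002 for each) and 0.692 at 16 days (p = 0.0001). It was 1.90 in *nuc1*Δ cells at 8 days (p = 0.0057) and 1.35 at 16 days (p = 0.012). These two-sided p come from 10000 circular shifts of the windows along mtDNA, a permutation test whose smallest p is 0.0001. GC-rich windows held 19.2% of donor bases in *nuc1*Δ and 5.48% in WT at 8 days, and 11.7 and 6.40% at 16 days (permutation p = 0.0001 for each day), compared with 8.86% of the genome. The call at 8 days in *nuc1*Δ was lost with windows of 100 bp (1.60), and that at 16 days with GC content of at least 50% (1.21). The paper rests on the inverse relationship in WT cells and on earlier work on EndoG, poly-G sequences and mtDNA deletions. From these it proposes as a possibility that EndoG nucleases degrade G-rich mtDNA preferentially, with a slight bias toward AT-rich insertions. It states that the activity of Nuc1 on G4 structures remains unstudied.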

Nuc1 homolog EndoG preferentially binds and cuts poly-G rich sequences including G4 structure forming sequences ^35–37^. Additionally, yeast Nuc1 and human EndoG are responsible for mtDNA deletions, which often occur within or at the boundaries of G sequence clusters (e.g.^35^). Thus, possible preferential mtDNA degradation of G rich sequences by EndoG nucleases could reflect a slight insertion bias toward AT rich sequences. However, the nuclease activity of yeast Nuc1 toward G4 structures has not yet been studied.

Some of the sequenced NUMTs within eukaryotic genomes are complex, with multiple fragments joined together or in combination with pieces of nuclear genome or Ty retrotransposons (e.g.^16,38,39^). 

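Complex insertions made up 3878 of 32771 insertions in WT cells at 16 days (11.8%, 95% CI 11.5–12.2). Of these, 3598 joined 2 donors, 258 joined 3 and 22 joined 4. The share was 5.64% (4.91–6.43) at 8 days, lower than at 16 days (adjusted p = 2.07e-33, Fisher's exact test). It was 10.0% (5.58–16.2) at 1 day and 7.39% (5.86–9.17) at 2 days, so there was no steady rise with time. A single run held 26898 of the insertions with a single donor at 16 days. The same run held 601 of those at 8 days and no *nuc1*Δ cells, so comparisons with 16 days also compare runs. Compared with WT, the share in *nuc1*Δ cells was higher at 3 days (12.3 against 5.36%, adjusted p = 4.81e-18) and 8 days (11.9%, adjusted p = 3.16e-23) and lower at 16 days (9.29%, adjusted p = 2.34e-05). In *nuc1*-H138A cells it was 5.95% at 8 days (adjusted p = 0.609 against WT).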

Among ~33,000 insertions obtained from 16-day stationary phase wild-type cells, nearly 4,000 contain complex insertions of two to four different fragments joined together (Fig. 2f). The frequency of complex NUMTs, but not of other multi-insertions, is higher than expected by chance (p-value of 0.0002, Fisher’s exact test), a phenomenon similar to the higher than expected level of multiple *de novo* NUMTs observed in cancer cells ^16^. 

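In WT cells at 16 days, fragments from the same source were joined more often than expected from mtDNA and from Ty DNA, and less often from the nuclear genome. The expectation is the product of the sources' shares among single donors, applied to the 3585 insertions with 2 donors. mtDNA was joined to mtDNA 3360 times against 1389 expected (2.42-fold), and Ty to Ty 31 times against 6.00 (5.17-fold, adjusted p = 4.51e-13). Nuclear DNA was joined to nuclear DNA 85 times against 406 expected (0.209-fold). The expectation takes no account of length, and single nuclear donors had a median of 192 bp against 97 bp for NUMTs. None was longer than 509 bp, and whether longer nuclear pairs escape reading was not tested. As this expectation is shared out over a fixed total, a surplus of mtDNA pairs lowers the other ratios, and against the product of the rates per NHEJ product the ratios were 6.51 for mtDNA, 13.9 for Ty and 0.563 for nuclear pairs, and 4.38 for nuclear pairs at 8 days. Mixed pairs were rarer than expected, with 12 of Ty and mtDNA (0.0657-fold), 85 of mtDNA and nuclear DNA (0.0566-fold) and 12 of Ty and nuclear DNA (0.122-fold). At 8 days mtDNA pairs numbered 165 against 76.9 expected (2.14-fold), Ty pairs 14 against 8.84 (1.58-fold, adjusted p = 0.0998, binomial test) and nuclear pairs 5 against 4.61 (1.08-fold, adjusted p = 0.811). Against the product of the rates, mtDNA and Ty pairs at 8 days had ratios of 8.68 and 6.41. The other pairs at 16 days had smaller p than Ty pairs. The fragments of an mtDNA pair lay 20168 bp apart in the median, against 21154 bp for random pairs of single donors, and 2.41% lay within 500 bp against 1.29% (p = 2.27e-07). Without 24 pairs that recur at the same joins of neighbouring bases, a setting chosen after seeing the data, 1.71% lay within 500 bp (p = 0.0379). From the excess of complex NUMTs, the paper proposes unequal release of mtDNA among cells as one possibility.

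**Figure D5:**
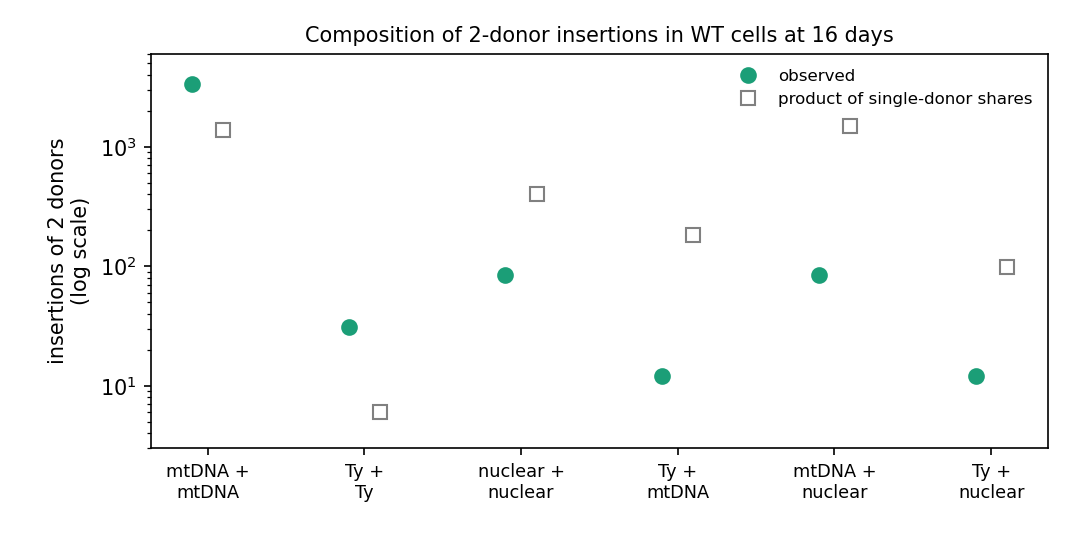
Number of insertions with 2 donors in WT cells at 16 days (log axis) for each pair of sources, observed and expected from the shares among single donors. mtDNA with mtDNA and Ty with Ty exceed the expectation, 2.42-fold and 5.17-fold, and the 4 other pairs fall below it.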

A possible explanation for the high level of multi-insertions is unequal release of mtDNA among cells. Most of these complex events carried multiple fragments of mtDNA, while the rest included only Ty DNA or nuclear DNA or were the mixture of multiple DNA sources (Fig. 2g). 

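Of the complex insertions in WT cells at 16 days, 3620 (93.3%) held mtDNA only, 31 (0.799%) Ty DNA only and 86 (2.22%) nuclear DNA only. Fragments from different sources were joined in 135 (3.48%). In *nuc1*Δ cells at 16 days 247 of 287 complex insertions (86.1%) held Ty DNA only and 12 held mtDNA only. At 8 days mtDNA alone made up 175 of 206 complex insertions in WT cells (85.0%) and Ty alone 499 of 543 in *nuc1*Δ cells (91.9%).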

An example of a complex NUMT is shown in Fig. 2h. Complex mitochondrial rearrangements are reminiscent of chromothripsis events, in which fragments of nuclear chromosomes are subjected to clustered rearrangements ^40^. As suggested previously, shattering of the mitochondrial genome followed by random assembly of DNA fragments could constitute a mito-chromothripsis ^16^. Our data provide compelling evidence for such a possibility with Nuc1 being responsible for mtDNA fragmentation.

NUMTs increase during aging across many species ^17,41,42^. To test the transfer of cytoplasmic DNA to nucleus during aging and a possible role of Nuc1, we first analyzed the lifespan of the strains used to capture DNA sequences at DSB using a microfluidic device. Wild-type and *nuc1*Δ showed comparable lifespans (Extended Data Fig. 4e). We then isolated old mother cells corresponding to ~60–80% of their lifespan. Old mother cells were plated on YEPGal plates to induce a DSB and repair products were followed using *Break-Ins* analysis as described above. 

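Old WT mother cells came as 3 libraries with 69693 colonies, old *nuc1*Δ mothers as 3 libraries with 33055 colonies and young WT cells as 2 libraries with 33760 colonies. No list covers young *nuc1*Δ cells. Young WT cells shared 1 sequencing run with old WT mothers, and old *nuc1*Δ mothers shared another with old WT mothers. Old WT mothers were compared with young cells, and old *nuc1*Δ with old WT mothers, with the rates and Fisher's exact test used for stationary phase cells.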

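Old WT mothers had 370 insertions, 53.1 per 10000 NHEJ products (95% CI 47.8–58.8), and young WT cells 8, or 2.37 (1.02–4.67). The ratio was 22.4 (95% interval 11.3–52.3, adjusted p = 1.38e-51, Fisher's exact test). Complex insertions were 15 of those in old mothers (4.05%), and 10 of the 15 joined nuclear fragments only.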

An 18-fold increase of insertions was observed compared to young cells. 

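rDNA was the most frequent donor in old mothers, followed by mtDNA. rDNA gave 172 insertions, 48.5% of those with a single donor, against 2 in young cells, a rise of 41.7-fold (95% interval 11.4–347, adjusted p = 1.40e-26). mtDNA gave 115 insertions against none, a rise of at least 18.6-fold (adjusted p = 4.75e-20). Ty DNA gave 37 against 4, a rise of 4.48-fold (1.61–17.3, adjusted p = 0.00172), with 33 of the 37 from Ty1 and 4 from Ty2. The nuclear genome outside rDNA gave 31 against 2, a 7.51-fold rise (1.91–64.7, adjusted p = 0.000822, Fisher's exact test for each). The young count of 0 for mtDNA allows up to 0.889 per 10000. Over 2 runs the mtDNA share in old mothers was 30.8 and 36.8% and the Ty share 8.85 and 14.7%.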

Inserted DNA originated from mtDNA (>57-fold increase), Ty retrotransposon (4-fold increase) and the genome, mostly from rDNA (Fig. 2i). Further, we tested the possible impact of Nuc1 on NUMTs and Ty insertions in aged cells. 

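Old *nuc1*Δ mothers had more Ty insertions than old WT mothers, and fewer NUMTs by an amount that did not pass the test. Ty insertions numbered 38 in old *nuc1*Δ mothers, 2.17-fold the WT rate (95% interval 1.34–3.50, adjusted p = 0.00162). NUMTs numbered 37, with a WT rate 1.47-fold higher (1.01–2.20, adjusted p = 0.0559), which passed once near duplicates were merged (ratio 0.660, adjusted p = 0.0368). Total insertions, 222 in *nuc1*Δ, rose 1.27-fold (1.07–1.50, adjusted p = 0.0081). The ratio for rDNA was 1.18 (0.907–1.52, adjusted p = 0.245), with 96 insertions, and that for the remaining nuclear genome 2.11 (1.24–3.59, adjusted p = 0.0053). In the run that held both genotypes, the odds of Ty against mtDNA were 2.57-fold higher in *nuc1*Δ (1.12–6.01, p = 0.0165, Fisher's exact test for each). The effect on mtDNA was smaller than at 8 days of stationary phase by 8.02-fold and that on Ty DNA by 4.08-fold (simulated p = 0.0001 for each, the smallest possible). From these changes the paper concludes that Nuc1 has a similar role during aging and that additional nucleases can fragment mtDNA.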

In *nuc1*Δ cells we observed a small (less than 2-fold) reduction of NUMTs and 3-fold increase of Ty cDNA insertions (Fig. 2i). 

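Counting single and complex insertions, NUMTs numbered 117 in old WT and 38 in old *nuc1*Δ mothers, or 155 together. Those with a single donor covered 15.6% of the mitochondrial genome in WT and 6.01% in *nuc1*Δ. None of the 12 mtDNA genes differed from random placement in old mothers of either genotype. The coverage of GC-rich windows relative to the others was 1.04 in old WT (p = 0.85) and 0.596 in old *nuc1*Δ (p = 0.12, permutation test).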

A total of 158 NUMTs were observed in aged WT or *nuc1*Δ cells and they originated from throughout the mtDNA genome (Extended Data Fig. 4b). Thus, Nuc1 has a similar role during aging but additional nuclease(s) can fragment mtDNA.

### Nuc1 degrades long mtDNA to prevent its transfer to nucleus

*Break-Ins* method can only monitor transfer/insertions of short mtDNA. To test a possible role of Nuc1 in transfer of long mtDNA we used a previously established assay ^43^. In this assay, transfer of long mtDNA fragments carrying a *TRP1* reporter gene that is not expressed in mitochondria to the nucleus generates cells expressing *TRP1* and Trp^+^ colonies. Nuclear mtDNAs are maintained as unstable circular fragments of few to >30 kb that are easily lost and thus do not represent stable NUMTs ^43^. The multitude of putative origins of replication within the AT-rich mitochondrial genome allows propagation of mtDNA as circular DNA ^8,10^. Unexpectedly, and in contrast to short NUMTs that are nearly eliminated in *nuc1*Δ mutant cells, transfer of large mtDNA was greatly increased upon loss of *NUC1* (Fig. 3a, b). A 4- to 22-fold increase of mtDNA transfer frequency was observed in *nuc1*Δ stationary phase cells when compared to wild-type cells. We confirmed that nuclear *TRP1*-mtDNA forms circles by testing these DNA by Southern blot in cells from which mtDNA was eliminated by EtBr treatment as described previously (Extended Data Fig. 5) ^43^. As expected, a comparable increase was noted in *nuc1*-H138A nuclease dead cells (Fig. 3a, b). At 8 days ~1% of *nuc1*Δ cells carried nuclear *TRP1*-mtDNA, which is likely an underestimate of total mtDNA transfer, considering that we can only follow *TRP1*-marked mtDNA fragments. It is ~1000-fold higher level of mtDNA transfer to the nucleus when compared to formation of short stable NUMTs at HO breaks in wild-type cells. Thus, the release of mtDNA from mitochondria is independent of Nuc1 status. As Nuc1 is known to relocate to the cytoplasm in stressed cells ^32,33^, we propose that cytoplasmic Nuc1 prevents frequent long mtDNA transfer to the nucleus by degrading mtDNA released from the mitochondrion, while incomplete degradation of long mtDNA by Nuc1 may result in shorter mtDNA fragments that form rare NUMTs (model in Fig. 3c). These results also suggest that having long mtDNA transferred to the nucleus is not a common prerequisite of short stable NUMTs, as the number of NUMTs is greatly decreased in *nuc1*Δ, yet long mtDNA transfers more frequently.

Next, we decided to test whether Nuc1 function in limiting mtDNA transfer to nucleus also applies to yeast stationary phase diploid cells that undergo meiotic recombination and sporulation. Wild-type and *nuc1*Δ*/nuc1*Δ diploids were sporulated and subjected to random spore analysis on plates lacking tryptophan. As shown in Fig. 3d, spores produced in Nuc1-deficient cells showed a dramatic >250-fold increase of Trp^+^ colonies corresponding to mtDNA transfer to the nucleus. About 1% of all spores carried nuclear *TRP1* marked mtDNA in Nuc1-deficient cells. Thus, Nuc1 controls the frequency of mtDNA transfer to nuclei in diploid cells during meiosis. 180 independent Trp^+^ spores were tested for the maintenance of nuclear *TRP1*-mtDNA and only one carried a stable *TRP1* marker, indicating that long nuclear mtDNA fragments also integrate into the genome. In summary, Nuc1 appears to prevent the transfer of long mtDNA to the nucleus during sporulation that can lead to rare stable genomic integration.

As Nuc1 appears to control the size and frequency of mtDNA transfer to the nucleus, we compared the level of mtDNA in wild-type and *nuc1*Δ cells cultured in stationary phase for 8 days. Isolated DNA was separated on agarose gel and subjected to Southern blot analysis using a mtDNA probe. Despite decreasing nutrients, overall mtDNA copy number per cell increased by 3–4-fold in 8-day-old stationary phase cells. Such increase was previously observed and could be related to a manyfold increase of mitochondria volume in stationary phase wild-type cells ^44,45^. There is a 1.4-fold increase of mtDNA in *nuc1*Δ cells when compared to wild type, likely reflecting mtDNA that Nuc1 would degrade, preventing its transfer to the nucleus (Fig. 3e).

In *nuc1*Δ cells, long mtDNA is transferred to the nucleus, yet this DNA is not frequently inserted at HO breaks or anywhere else in the genome. This means that the short size of NUMTs is not likely related to the inability of longer DNA to cross the nuclear membrane. Also, MiSeq read length of up to 600 bp cannot explain a clear bias toward ~100 bp NUMTs and far fewer NUMTs of 200–600 bp. One possibility is that NHEJ has a preference for inserting shorter DNA. To test this, we transformed an equal molar amount of 14 DNA fragments ranging from 24 bp to 1 kb, each carrying the same sequences on 5’ and 3’ ends matching HO cut overhangs. Each fragment was transformed independently, and cells were spread on YEPGal to induce DSB. To avoid any Illumina sequencing bias toward DNA fragments of a particular size, we tested 400 to >1000 NHEJ products individually by PCR. The shortest fragment inserted was 44 bp long and fragments of ~60–70 bp to ~150 bp inserted most frequently (Fig. 3f). 

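In WT cells at 16 days 97.5% of NUMTs, 86.9% of Ty insertions and 82.0% of nuclear insertions were 44 to 300 bp long. Insertions longer than 200 bp made up 8.06% of NUMTs, 28.1% of Ty insertions and 47.2% of nuclear insertions. At 8 days 44 to 300 bp held 95.6% of NUMTs, 92.1% of Ty insertions and 79.5% of nuclear insertions. Mean lengths at 16 days were 113 bp for NUMTs, 156 bp for Ty and 210 bp for nuclear insertions.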

The length of transformed DNA optimal for insertion at DSB is comparable to the size of all types of inserted DNA (mtDNA, Ty DNA, nuclear genome); however, NUMTs and Ty DNA insertions are on average slightly shorter while insertions from the nuclear genome are longer when compared to the size of insertions of transformed DNA (Extended Data Fig. 3d). Thus, the bias toward short insertions (~45 to ~300 bp) could stem from easier insertion of short DNA fragments at DSBs by NHEJ. In general, the size of insertions observed in different experimental systems and species is within the range observed here ^12,15,22,39^.

### Nuc1 degrades retrotransposon cDNA

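Ty1 was the donor of nearly all Ty insertions, and Ty2 of most of the rest. In WT cells Ty1 made up 94.1% of Ty insertions at 3 days, 94.6% at 8 days and 84.8% at 16 days. Ty2 gave 39 of 735 at 8 days and 11.7% of 1177 at 16 days, when Ty3 gave 15, Ty4 19 and Ty5 7. Ty1 made up 96.5% in *nuc1*Δ cells at 3 days and 96.4% at 8 and 16 days, and in *nuc1*-H138A cells 96.2%. Ty2 gave 129 of 3679 insertions in *nuc1*Δ at 8 days, and Ty3 and Ty4 1 each. The rate of Ty insertions in *nuc1*Δ was 369 per 10000 NHEJ products at 3 days (95% CI 358–381) and 155 at 16 days (148–162).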

In stationary phase cells, insertions of Ty DNA increase by ~90–180-fold and Nuc1 absence leads to a further increase by ~11-fold (Fig. 1d, 2a). To analyze transposon insertions in detail we selected the ones originating from Ty1, the most common retrotransposon in yeast. 

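Ty1 donors were placed on a full-length Ty1, YPLWTy1-1 (chromosome XVI, 56452–62375), and assigned to a region by their midpoint. The 5′ LTR spans bases 1–337, the region from the PBS to PPT2 338–3347, the region from PPT2 to PPT1 3348–5587 and the 3′ LTR 5588–5924. PPT2 was set at the first of 4 copies of the tract GGGTGGTA, the last of which, 8 bp before the 3′ LTR, is PPT1. By midpoint, both LTRs were dense in donors in WT cells, with 418 donors per kb in the 5′ LTR and 175 in the 3′ LTR at 8 days, against 102 from the PBS to PPT2 and 82.1 from PPT2 to PPT1. At 16 days the 3′ LTR had 410 per kb and the 5′ LTR 261. Most donors placed in the 5′ LTR at 8 days ended in the PBS. With those counted as 3′ LTR, a setting chosen after seeing the data, 3 donors stayed in the 5′ LTR and 197 lay in the 3′ LTR. The LTRs have nearly the same sequence, and 42 of 695 Ty1 donors at 8 days matched both equally well.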

All regions of Ty1 contributed to insertions, and as previously shown the 3’ LTR region is a clear hotspot in wild-type cells (Fig. 4a, Extended Data Fig. 4c) ^13,14,46^. 

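In *nuc1*Δ cells, Ty1 insertions assigned by midpoint rose most between the PBS and PPT2, less from PPT2 to PPT1 and least in the LTRs. From the PBS to PPT2, *nuc1*Δ cells at 8 days had 2192 insertions against 308 in WT, a rise of 12.6-fold per NHEJ product (95% interval 11.1–14.2). The rise there was 13.9-fold at 3 days (12.3–15.7) and 13.5-fold at 16 days (12.0–15.1). From PPT2 to PPT1 it was 12.4-fold at 3 days, 10.7-fold at 8 days (9.15–12.6) and 8.25-fold at 16 days. The 3′ LTR rose 2.68-fold, 3.77-fold (2.74–5.22, 126 against 59) and 2.46-fold. The 5′ LTR had ratios of 1.29 at 3 days (adjusted p = 0.0576) and 1.23 at 8 days (adjusted p = 0.130) and rose 4.11-fold at 16 days. Counting any overlap with the 5′ LTR in place of the midpoint gave 1.96 at 3 days and 1.74 at 8 days, both past the test. By any overlap, PPT2 to PPT1 rose more than the PBS to PPT2 at 3 days (10.6-fold against 9.92-fold) and 8 days (10.3-fold against 9.14-fold) and less at 16 days (7.78-fold against 11.8-fold). The odds of a donor lying outside the 3′ LTR were 2.52-fold higher in *nuc1*Δ at 8 days (p = 1.19e-07), 3.92-fold at 3 days and 4.25-fold at 16 days. In *nuc1*-H138A cells the region from the PBS to PPT2 rose 7.80-fold and that from PPT2 to PPT1 5.83-fold, the 3′ LTR had a ratio of 1.33 (adjusted p = 0.168) and the 5′ LTR 0.445, each by Fisher's exact test. When LTR donors that end in the PBS were counted as 3′ LTR, a setting chosen after seeing the data, the 3′ LTR ratio in *nuc1*Δ at 8 days was 1.78 and in *nuc1*-H138A 0.687, and the few donors left in the 5′ LTR rose at least 16.3-fold in *nuc1*Δ at 3 days (29 against 0), 14.7-fold at 8 days (25 against 3) and 24.6-fold at 16 days (18 against 4). The paper proposes that an increase of partially replicated retrotransposons may contribute to the inserted cDNA.

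**Figure D6:**
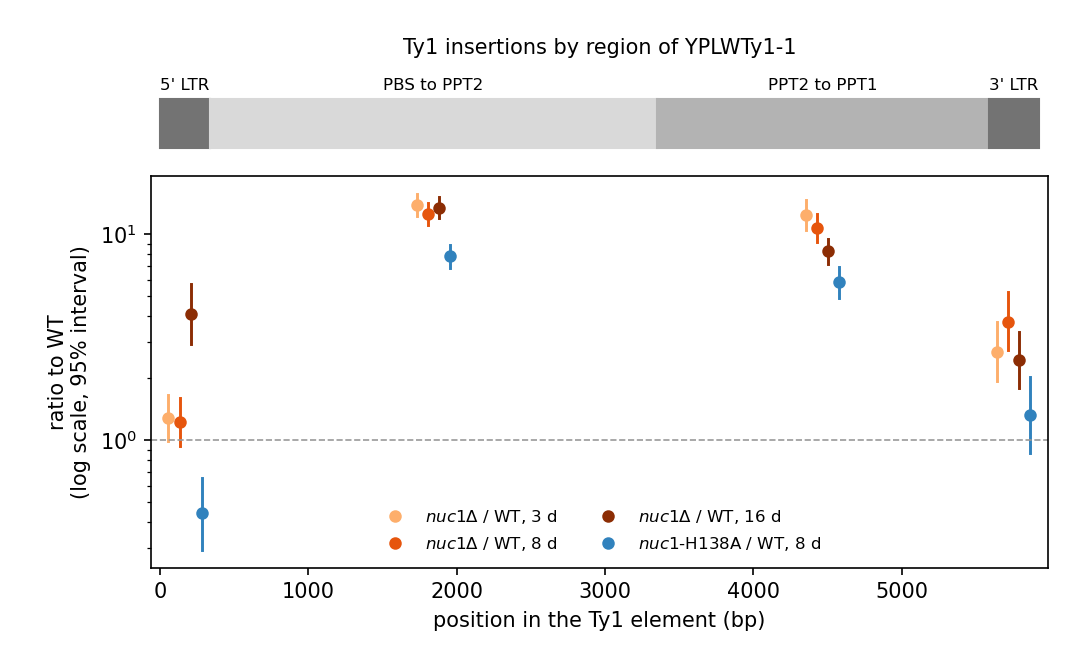
Map of YPLWTy1-1 (bp from the start of the 5′ LTR) with the LTRs, PBS, PPT2 and PPT1, and ratio of Ty1 insertions per NHEJ product to WT cells of the same day (log axis) by region, with exact 95% intervals. With donors assigned by midpoint, the region from the PBS to PPT2 has the highest ratio at each day, 12.6 to 13.9 in *nuc1*Δ.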

In *nuc1*Δ cells, a large increase of inserted Ty1 fragments was observed at the region outside of LTR (~10 to 40-fold), particularly from the primer binding site (PBS) to the central priming site (PPT2), while the increase of the 3’ LTR region was very modest (~2-fold). 

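Of 197 LTR donors in WT cells at 8 days that lay in the 3′ LTR or ended in the PBS, 70.1% (95% CI 63.1–76.4) ran past the LTR into the PBS, where the first cDNA strand begins. The share was 69.4% (62.6–75.6) at 3 days and 37.8% (31.4–44.6) at 16 days. The commonest end was base 345 of the element, 8 nt into the PBS, with 83 donors at 8 days. The share in *nuc1*Δ cells was 44.4% at 3 days, 36.7% at 8 days and 43.6% at 16 days.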

A large fraction of 3’ LTR insertions in wild-type cells (40/56) carried extra nucleotides present only in cDNA, consistent with intermediates of Ty1 replication being inserted at DSBs ^14,46^. Increased insertions of Ty DNA in stationary phase cells are consistent with greatly increased Ty transcription ^23^. However, high Ty1 expression is not associated with change in transposition in wild-type or *nuc1*Δ old stationary phase cells as measured using a previously described Ty1 transposition reporter assay ^47^ (Extended Data Fig. 4d). The full length Ty cDNA amount was measured by Southern blot and shows no major difference between wild-type and *nuc1*Δ cells that could account for the dramatic increase of cDNA insertions observed in *nuc1*Δ (Fig. 4b). 

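In *spt3*Δ cells at 8 days (5 libraries, 131080 colonies), 1481 insertions were found and Ty insertions nearly disappeared. Ty DNA gave 5 insertions, 77.9-fold below WT (95% interval 33.2–241, adjusted p = 6.21e-126). NUMTs, 1323 in number, rose 1.15-fold (1.07–1.23, adjusted p = 8.97e-05), and nuclear insertions fell 5.41-fold (4.07–7.34, 52 insertions, adjusted p = 2.77e-47). In the 3 sequencing runs shared with WT, the odds of nuclear against mtDNA donors were 0.318, 0.151 and 0.0896 of those in WT. In *nuc1*Δ *spt3*Δ cells (3 libraries, 36192 colonies), 38 insertions were found, 24 from mtDNA, 12 from the nuclear genome and none from Ty. Ty insertions were at least 317-fold below *nuc1*Δ. NUMTs were 15.2-fold below *spt3*Δ (10.2–23.8, adjusted p = 2.86e-105), and *nuc1*Δ had 1.12-fold the NUMT rate of the double mutant (0.712–1.82, adjusted p = 0.778). Nuclear insertions of the double mutant were 4.86-fold below *nuc1*Δ (adjusted p = 3.17e-11, Fisher's exact test for each). Within the run shared with WT cells, the odds of nuclear against mtDNA donors in the double mutant were 4.58-fold those in WT (1.89–10.5, adjusted p = 0.000370). No run held the double mutant with *nuc1*Δ or *spt3*Δ, so run and genotype cannot be told apart in those comparisons.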

As expected, no cDNA was observed in the absence of Spt3 needed for Ty1 expression (Fig. 4b). Besides complete linear or circular cDNA of Ty1, another possible source of fragments inserted at DSBs could be intermediates of Ty replication. ssDNA minus strand intermediates of Ty1 replication can be inserted at DSBs and can recombine with the yeast genome ^48^, and nucleocapsids are known to carry Ty1 replication intermediates observed as a smear of Ty1 cDNA ^49^. We found ~7-fold increase of the smear of Ty1 cDNA in 8-day-old stationary phase wild-type cells when compared to growing cells and ~70-fold increase in *nuc1*Δ, which may explain the higher level of Ty1 insertions in *nuc1*Δ cells (Fig. 4b). Together, the increase of partially replicated retrotransposons in wild-type and particularly in *nuc1*Δ cells may contribute to inserted cDNA at DSBs. Enzymatic activities of purified EndoG nucleases show a preference for cleavage of ssDNA over dsDNA and the ability to degrade RNA in DNA:RNA hybrids ^34,50,51^, which could explain the strong impact of Nuc1 on intermediates of Ty replication, many of which are ssDNA or RNA:DNA hybrids. We propose that Nuc1 nuclease partially limits cDNA insertions by degrading incomplete Ty1 cDNA in stationary phase cells.

## Discussion

Cytoplasmic DNA must be degraded to limit sterile inflammation in metazoans. We provide evidence that degradation of long mtDNA and retrotransposons cDNA is important for nuclear genome instability. In wild-type cells grown in optimal conditions, the transfer of cDNA or mtDNA to nuclei is very rare. However, in aging or in stationary phase when cells experience stress and limited nutrients, transfer of these DNA species to the nucleus dramatically increases. Yeast EndoG is major regulator of this transfer. Elimination of Nuc1 increases partially replicated retrotransposon cDNA fragments and their insertions in the genome. In stressed cells transcription of transposons is upregulated ^23^, however, with limited nutrients it is likely that neither complete cDNA nor nucleocapsids are formed efficiently, leaving cDNA intermediates vulnerable for Nuc1 mediated degradation. Nuc1 absence also increases transfer of very long extrachromosomal mtDNA to the nucleus that form unstable circles. Up to ~20 or 250-fold increase of the transfer of long *TRP1* marked mtDNA in *nuc1*Δ cells was observed during starvation in haploid cells or during sporulation in diploids, respectively. In yeast, any circular DNA devoid of centromeres shortens the lifespan of the cells ^52^; therefore, elimination of mtDNA released from mitochondria during sporulation or starvation produces healthier cells. MtDNA carries many repetitive sequences including microsatellite DNA, direct and inverted repeats, sequences forming G4 structures and sequences that may serve as efficient origins of replication in the nucleus. Therefore, nuclear mtDNA circles that are often present at a high copy number could instigate genome instability, recruit proteins needed for regular genome replication, and likely integrate into the genome as was shown for other circular DNA fragments in yeast and humans ^53,54^. Nuclear circular mtDNA has not yet been studied in a systematic way in mammalian systems. MtDNA is excluded from sequencing analysis of circular DNA because of the inability to distinguish it from hundreds/thousands of regular mtDNA per cell. However, several pieces of evidence suggest that very long mtDNA can transfer to nuclei. Recent studies demonstrated many cases of multicopy mega-NUMTs inserted in the human genome ^55,56^. Long NUMTs are also common in cancer cells ^16^. Finally, nuclear extrachromosomal circular mtDNA was observed in nuclei of human pluripotent and embryonic stem cells ^57^. Opposite to transfer of long mtDNA, formation of short NUMTs decreases in *nuc1*Δ cells. However, the highest frequency of stable short NUMTs in the presence of Nuc1 is at least 1000-fold lower when compared to the spontaneous transfer of long mtDNA to the nucleus in the absence of Nuc1. Therefore, while the Nuc1 nuclease generates small mtDNA fragments that can be integrated into DSBs, it prevents the far more frequent nuclear transfer of very long mtDNA that also occasionally integrates into the genome (model in Fig. 3c). We propose that cytoplasmic nucleases such as EndoG or TREX1 in human and other organisms apart from their role in immune response also prevent genome instability caused by free DNA species.

## Methods

### Yeast strains

All yeast strains used here to study insertions at HO endonuclease induced DSB are derivatives of JKM139 strain, a gift from James Haber, and are listed in **Supplementary Table 2**. All strains used to study the transfer of *TRP1*-mtDNA to the nucleus are derivatives of PTY44 strain, a gift from Peter Thorsness. In this system, a *TRP1* marker was inserted upstream of the *COX2* gene and *TRP1* marker carries no homology to the nuclear genome where *TRP1* is entirely deleted (*trp1*-Δ1). The *nuc1*-H138A mutants were constructed using the plasmid pCORE-UH (a gift from Francesca Storici). First, the *KlURA3*-hphMX double maker were integrated into *nuc1* locus. Then a fragment of *nuc1* with a point mutation was PCR amplified from the plasmid pESC-nuc1-H138A (a gift from Frank Madeo) and transformed into cells to replace *KlURA3*-hphMX. All mutations were confirmed by Sanger sequencing.

### Yeast growth, media and DSB induction

For amplicon sequencing analysis in normal conditions, cells were grown in YEPD (1% yeast extract, 2% peptone, 2% dextrose) o/n to saturation. Cells were washed twice in YEP-Raffinose (1% yeast extract, 2% peptone, 2% raffinose) media and inoculated in 10 ml of YEP-Raffinose and grown overnight. Once cells reached the density of 2×10^7^/ml, they were plated on YPE-Gal plates (1% yeast extract, 2% peptone, 2.5% agar, 2% galactose. Galactose was filter sterilized and added to the autoclaved media). Control plating on YEPD plates provided information on the number of viable cells. Old yeast mother cells isolated as described below were plated on YEPGal plates the same way. For all analyses in stationary phase cells, we followed a previously established protocol for yeast growth ^59^. Yeast cells were initially streaked out on YEPD plates and individual colonies were inoculated in 3 ml SC media (1.72g/L yeast nitrogen base without amino acids (USBiological, cat# Y2030), 2g/L amino acid mix (Bufferad, cat#S0051), 0.5% ammonium sulfate, 2% dextrose) and incubated overnight at 30 °C. The culture was diluted into fresh 50 mL SC media in 250 mL flasks to an OD_600_ of 0.1. Logarithmic growth phase control cells were plated when the culture reached 1×10^7^ cells/ml. Cells were incubated with shaking for 24 hrs (day 1), 3 days, 8 days, 16 days or as specified in individual experiments and plated on YEPGal plates for HO induction. Colonies were collected after 5 days of incubation for analysis of NHEJ products.

### Measurement of survival, respiration and NHEJ efficiency

To measure yeast cell survival (CFU), the cells were diluted and spread on YEPD plates. Colonies were counted 5 days after plating. To check the respiration capacity, colonies on YEPD plates were replica plated to YPEGlycerol plates, where fermentation is not possible. The number of colonies that failed to grow on YPEG out of all colonies replica plated from YEPD is the proportion of respiration deficient cells. To analyze efficiency of DSB repair by NHEJ, cells were plated on YEP-Gal (GAL10-HO induction) and YEPD (no HO induction). As only a small fraction of cells survive constant HO induction, typically 100,000 cells were plated on YEPGal plates and 100 cells on YEPD plates. Efficiency of NHEJ was calculated as the percentage of cells growing on YEPGal out of all cells plated on YEPD plates.

### Isolation of old yeast cells

Populations of old yeast mother cells were isolated as previously described ^60^ with the following modifications. 3×10^8^ yeast cells from a fresh log-phase culture in YEPD were treated with 3 mg of Sulfo-NHS-LC-Biotin (Thermo Scientific) and were used to seed a 1L culture in YEP-Raffinose. Seeded cultures were incubated with shaking at 30 °C for 15 hours to age biotin-labeled cells. The aged biotin-labeled cells were isolated using 1 mL Dynabeads Biotin Binder (Thermo Scientific). Three rounds of aging and sorting were conducted to obtain old mother cells with an average replicative age of around 20. Control young cells were obtained from last sorting and wash.

### Yeast replicative lifespan measurement

The yeast replicative lifespan was determined in microfluidic devices (AD-Chips, obtained from Innovative Biochips) with time-lapse imaging as described previously ^61,62^. Briefly, filter-sterilized YEPD was loaded into the AD-Chip channels at 20 μL/min using 20-mL syringes (BD Biosciences) driven by a KDS-230 pump (KD Scientific); medium flow was subsequently set to 1 μL/min prior to cell loading. Yeast strains were grown to mid-log phase in filter-sterilized YEPD and diluted 1:20 in the same prior to manually loading cells into the AD-Chip. After cell loading, the medium flow was set to 5 μL/min for the duration of the experiment. The AD-Chip was placed in an environmental chamber set to 30 °C for the lifespan analysis. Multi-position timelapse imaging was performed with an EVOS FL Auto system (Thermo Fisher), using a 20× objective and transmitted light optics. Images (4 images encompassing 480 traps per microfluidic channel) were taken every 15 minutes for 65 hours. The timelapse image series were analyzed with ImageJ (National Institutes of Health) and cell divisions were manually counted for a minimum of 50 cells from each strain.

### Analysis of Ty1 transposition

Rates of Ty1 retrotransposition were estimated using strains carrying a Ty1–270*his3-AI* reporter ^47^. Individual colonies of WT and *nuc1*Δ strains were inoculated in 5mL YEPD media overnight at 24°C. Overnight cultures were then diluted and cells were grown to 1×10^7^ cells/mL before plating ~20–30 cells on YEPD plates. After 3–5 days of incubation at 24°C, ten individual colonies per strain were inoculated to 8mL SC media and incubated at 24°C overnight. 2×10^8^ cells of each culture were plated on 150×15mm plates of synthetic complete medium lacking histidine, and 100 cells were plated on YEPD plates to measure viability. The remaining Day 0 culture was used to inoculate fresh 8mL SC media to an OD of 0.1. The plating procedure was repeated on Day 3 and Day 8 without dilution to fresh SC. After growth at 24°C for ~7–10 days, His^+^ colonies were counted. Statistical analysis of retrotransposition rates was performed with Drake estimator as previously described ^63^, normalizing the number of cells plated by multiplying 2×10^8^ cells by the number of cells that grew on YEPD plates/100. P-values were determined using the bootstrap resampling approach.

### Analysis and quantification of mtDNA, Ty1 linear, circular, and smear cDNA amounts

For analyses of Ty1 cDNA or mtDNA in stationary phase cells, yeast cultures were grown as described above. Cells from log phase, saturated, and 8 days stationary phase were collected by centrifugation, washed in sterile water and frozen. Genomic DNA was extracted as described previously ^64^ with modification. Cells were resuspended in 500uL extraction buffer (2% SDS, 100mM Tris-HCl pH 8.0, 50mM EDTA) and 5μL β-mercaptoethanol and 10μL 100T Zymolyase (5mg/mL) were added. Cells were lysed by 30–60 minutes incubation with shaking at 37 °C. DNA was extracted using a standard phenol/chloroform extraction and digested with RNaseA (0.1 mg/mL) overnight at 37 °C. For analysis of Ty cDNA, undigested DNA was run on a 1 % agarose gel and subjected to Southern blot analysis using a Ty1 specific DNA probe amplified by PCR using primers Typeak fw and Typeak rv. For analysis of mtDNA amount the same DNA was probed with a mtDNA specific DNA probe amplified by PCR using primers mtDNA F1 and mtDNA R2. See **Supplementary Table 3** for primer sequences.

Band intensities corresponding to probed DNA fragments were analyzed using ImageQuant software. All quantifications were done with a normalized amount of DNA in each lane. For undigested DNA, normalization was done with a genomic mixture of three probes amplified using primers ACT1-fw and ACT1 rv, TRA1 fw and TRA1 rv, TOM1 fw and TOM1 rv. All probes were gel purified using the Nucleospin Gel and PCR Clean-up kit (Macherey-Nagel, cat# 740609). The pixel intensities of the bands corresponding to linear, circular, or smear of Ty cDNA were subtracted by the corresponding background intensity observed in *spt3* mutant cells that do not generate cDNA. The pixel intensities of cross-hybridizing bands observed in the *spt3* mutant cells that do not generate cDNA were subtracted from the bands corresponding to linear, circular, or smear of Ty cDNA. For smear, all DNA below linear cDNA was measured. The amounts observed in saturated culture cells (day 0) and day 8 were compared to cDNA levels observed in wild-type growing cells. Three to four repeats were done. T-test was used to quantify P-values.

### Amplicon sequencing of repaired MAT locus by “*Break-Ins*”

Cells from an overnight saturated YEPD culture were washed twice with YEP-Raffinose, inoculated into 10 ml YEP-Raffinose and incubated overnight at 30 °C. When the density of the culture was ~2×10^7^ cells/ml, ~1×10^7^ cells were spread on a YEP-galactose plates and incubated at 30 °C for 5 days. Each culture was spread on 5–7 150×15 mm plates. Colony number was counted. All colonies were collected, pooled together and mixed vigorously. ~80 μl cells were spun down and the genomic DNA was extracted using standard glass beads and phenol/chloroform. The genomic DNA was treated with RNase A overnight. The genomic DNA was dissolved with water and adjusted to a concentration of 10 ng/μl. The construction of the sequencing library was adapted from Illumina’s amplicon sequencing protocol #15044223 Rev. B. Two rounds of PCR were performed to construct the sequencing library. For each sample, 3.2 μl genomic DNA, 0.5 μl 10 μM primers and 12.5 μl KAPA HiFi HotStart ReadyMix (Roche, 7958927001) was used for the first round of PCR for a total volume of 25 μl. The forward primers are 66-mers that contain (5’ to 3’): 33 bases Illumina adapter sequence, 3 bases unique home index, and 30 bases targeting the *Mat***a** locus which is located 11 bp upstream of the HO cleavage site. The reverse primers are 66-mers that contain (5’ to 3’): 34 bases Illumina adapter sequence, 3 bases unique home index, and 29 bases targeting the *MAT***a** locus which is located 18 bp downstream the HO cleavage site. The following conditions were used for the first round of PCR: 95 °C for 5 min; 22 cycles of 98 °C for 20 s, 65 °C for 30 s, 72 °C for 3 min; 72 °C for 10 min. 18μl PCR product was purified with 18 μl AMPure XP beads (Beckman Coulter, A63880) and eluted with 52.5 μl 10 mM Tris pH 8.5. For the second round of PCR, 5 μl purified PCR product, 5 μl Nextera XT V2 Index (Illumina, FC-131–2001) primer N7xx, 5 μl index primer S5xx, and 25 μl KAPA HiFi HotStart ReadyMix were used. The total volume of PCR is 50 μl. The following conditions were used for PCR: 95 °C for 5 min; 8 cycles of 95 °C for 30 s, 55 °C for 30 s, 72 °C for 3 min; 72 °C for 10 min. 40 μl PCR product was purified with 48 μl AMPure XP beads and eluted with 27.5 μl 10 mM Tris pH 8.5. The DNA concentration of each sample was determined with Qubit dsDNA BR Assay Kit (ThermoFisher, Q32850) and the average size of the DNA was determined with TapeStation. The DNA was diluted to 4 nM using 10 mM Tris pH 8.5. An equal amount of DNA was pooled from ~20 samples into the library. The pooled library and PhiX library (Illumina, FC-110–3001) were denatured with 0.2 M NaOH separately and diluted with pre-chilled HT1 to 12 pM. 540μl pooled library and 60 μl PhiX were mixed, incubated at 96 °C for 2 min and immediately placed in an ice-water bath for 5 min. The denatured combined library was loaded into the MiSeq Reagent Kit v3 (600 cycle) (Illumina, MS-102–3003). The cluster density was ~1100 K/mm^2^.

### Analysis of *TRP1*-mtDNA transfer to the nucleus

To analyze the frequency of transfer of *TRP1*-mtDNA to the nucleus, cells were grown as described above in SC media and plated on Trp^−^ plates. Control plating on YEPD informed about the number of viable cells plated. Trp^+^ colonies were scored after 5 days incubation at 30 °C. Analysis was repeated 3 to 8 times. The frequency of nuclear *TRP1*-mtDNA was calculated as the number of Trp^+^ colonies divided by the number of viable cells plated. To analyze the stability of the nuclear *TRP1*-mtDNA, an initial Trp^+^ colony was streaked onto Trp^−^ plates and grown for 2–3 days at 30 °C. Resulting single Trp^+^ colonies were streaked on nonselective YEPD plates and grown for 2 days at 30 °C. Once colonies formed, the plates were replica plated on Trp^−^ plates and the number of Trp^+^ colonies were counted. To analyze the size of nuclear *TRP1*-mtDNA, we streaked the Trp^+^ colonies for singles on Trp^−^ plates and inoculated in 3 ml Trp^−^ minimal liquid media containing 25 μg/ml ethidium bromide and incubated overnight at 30° C on a roller drum as previously described ^65^. The growth in Trp^−^ minimal liquid media with ethidium bromide media was repeated once more, and the cells were streaked on Trp− plates. A single colony was used to inoculate 5 ml Trp^−^ minimal media, and cells were grown to saturation at 30° C. Cells were pelleted and DNA was isolated using standard glass beads and phenol/chloroform procedure. Isolated DNA was digested with *Pst*I restriction enzyme, separated on 0.8% agarose gel, and subjected to Southern blot analysis using PCR amplified 3’ *TRP1* fragment (~300 bp on each side of the *Pst*I cleavage site). Probe labelling and hybridization was done as described above. Size was estimated based on marker DNA.

### Analysis of insertion of transformed DNA

To obtain the set of 84 bp, 100 bp, 150 bp, 200 bp, 300 bp 400 bp, 500 bp and 1 kb dsDNA, we PCR amplified the DNA using Q5 polymerase (NEB, M0491) and Lambda DNA (NEB, N3011S) as a template. All of the ends of this set of PCR products have AACA. DNA was purified using NucleoSpin PCR clean-up kit (Macherey-Nagel, cat# 740609), dissolved with ddH_2_O and adjusted to a concentration of 0.6 μM. To obtain the set of 24 bp, 34 bp, 44 bp, 54 bp, 64 bp, 74 bp, dsDNA, the reverse-phase cartridge-purified oligos ordered from Sigma-Aldrich were dissolved with annealing buffer (10 mM Tris, pH 7.5, 1 mM EDTA, 50 mM NaCl) to 200 μM. Equal amounts of complementary oligos were mixed, heated at 95°C for 5 min and cooled down at room temperature. Every 10 bp of this set of dsDNA has AACA. To analyze the insertions of transformed DNA, the cells were collected when the density reached ~2 × 10^7^ cells/mL in YEP-Raffinose and washed twice with ddH_2_O. For each transformation, 2 × 10^8^ cells were mixed with 240 μl 50% PEG3350, 36 μl 1M lithium acetate, water, and 20 μl 100 μM 24 bp-74 bp dsDNA or 64 μl 0.6 μM 84 bp-1kb dsDNA to total 360 μl. The mixture was incubated at 30°C for 30 min followed by 42°C for 30 min. The cells were centrifuged and resuspended in ddH_2_O, spread on YEP-Galactose plates and incubated at 30°C for 5 days. To test insertion of transformed DNA, the amfiSure PCR Master Mix (GenDEPOT, P0311) was used for colony PCR with the following conditions: 94°C for 5 min; 35 cycles of 94°C for 30 s, 52°C for 30 s and 72°C for 2 min 30 s. To test the insertion of short DNA (<100bp), the primers mata-F3 and mat-Rw3 were used for PCR, and the PCR products were visualized on EtBr containing 3% agarose gel. To test the insertion of long DNA (>100bp), the primers mata-F and mat-Rw were used for PCR, and the PCR products were analyzed by electrophoresis (1.2% agarose in 1x TBE buffer) at 120V for 30min.

### Processing of raw reads from *Break-Ins* analysis

Paired-end reads were assigned to samples based on the Illumina indexes. Then the custom indexes were used to discharge reads for which the Illumina indexes and the matched custom indexes were not mapped to the same sample. Thereafter, the software BBDuk v38.46 at the BBMap website (https://sourceforge.net/projects/bbmap/) was used to remove PhiX reads with default parameters. Subsequently, low-quality reads were removed while high-quality reads were retained with the average sequencing quality score (Q score) of each read to be at least 25 for bases in the *MAT***a** region and 15 for bases in the rest of the region. To calculate the average Q score in each region of a read, the quality symbol for each base in the FASTQ file was converted to the Q-score based on the Quality Score Encoding table provided at the Illumina web site (https://support.illumina.com/help/BaseSpace_OLH_009008/Content/Source/Informatics/BS/QualityScoreEncoding_swBS.htm). We then calculated the mean value of the scores in each region of each read.

### Detection of reads carrying insertions of 10 bp or longer

We used the software PEAR v0.9.11^66^ to merge the forward and reverse reads with default parameters. The merged reads were aligned to the yeast genome (S288C, 2μ plasmid sequence was included). For each pair of reads that could not be merged, e.g., because of no overlap between sequences of the two reads, we aligned the two reads to the genome separately. We used the software BLASTN v2.8.1 ^67^ to perform the alignment. A pair of merged reads was defined as having an insertion if the merged read were aligned to the *MAT***a** sequence but with at least 10 bp insertion at the break point of the *MAT***a** sequence. For a pair of reads that could not be merged, we considered it as having an insertion if the insertion portions of the two reads were at the 3’ ends and aligned to different loci that are at least 10 bp and at most 3 kb away from each other on the same chromosome.

### Defining unique insertions

If there was no sequencing error, two pairs of sequencing reads derived from a unique insertion event would have the identical sequence, and thus be recognized as a sequencing duplication. To eliminate insertion duplicates that differ in sequence due to sequencing error, we performed additional analysis. We used a 60 bp region (11 bp in the *MAT***a** region followed by 19 bp in the insertion donor sequence region at both junctions) of each insertion to identify the sequencing duplications of a unique insertion. The reads that had identical or nearly identical junctions were considered as originating from the same insertion. Specifically, two pairs of reads that aligned to each other based on the 60 bp region with at least 95% identity, at least 95% coverage, and no more than 6 bp mismatches and indels were defined as duplications of one unique insertion.

We next further defined additional duplications based on the genomic locations at which the reads aligned. For each insertion detected at the induced break point at the *MAT***a** locus, the inserted sequence might come from a single genomic location (single-donor) or multiple genomic locations (multi-donor) in the genome. For two pairs of reads (2 reads for each sequencing pair and thus 4 reads for two pairs) for the same single donor, we define the distance between their mapped locations at the left side of the insertion site (d_1a_), the distance between their mapped locations at the right side of the insertion site (d_1b_), the distance between their mapped locations at the left side of the donor site (d_1c_), and the distance between their mapped locations at the right side of the donor site (d_1d_). The two pairs of reads are defined as a duplication of one unique insertion if d_1a_ + d_1b_ <= 6 bp and d_1c_ + d_1d_ <= 6 bp. For a n-donor insertion, we will define the four distances for each donor i as d_ia_, d_ib_, d_ic_, and d_id_ (i = 1, 2, …, n). The two pairs are defined as a duplication if (1) the sum of all d_ia_ and d_ib_ is no more than 10 and (2) the sum of all d_ic_ and d_id_ is no more than 10.

Furthermore, among the unique insertions defined in the above two steps, we retrieved each insertion that had less than 10 pairs of reads and had more than 300 bp of sequence in the *MAT***a** region plus the donor region. For any two of these retrieved insertions that had a sequence identity greater than 80% with each other, we further defined them as a duplication. Finally, we retrieved each unique insertion that had no more than 10 read pairs in one sample but had more than 500 read pairs in another sample sequenced in the same batch. The insertion in the sample that displayed no more than 10 read pairs was recognized as contamination and thus discarded.

At the end, each unique insertion might have multiple pairs of reads that represent sequencing duplications. We selected one pair of reads to represent each unique insertion. For this purpose, we gave high priority to the read pairs for which the forward and reverse reads had overlap and thus could be merged. Thereafter, between different read pairs that each could be merged, we provide high priority to the pairs that have higher sequencing quality. Finally, between different read pairs that have the same sequencing quality, we gave high priority to the pairs that each have large number of identical copies.

### Defining the locations of the donor sequences of insertions

For more than 90% of the insertions, the donor locations could be easily defined based on the mapping result of BLASTN. However, it is more complicated to define the donor locations for a few insertions that belong to one of two categories. For the first category, the insertion sequences were not mapped to any donor location by the BLASTN algorithm. We thus used the BLASTN-short algorithm, which allowed us to further map some of these insertions to donor locations. For the second category, each insertion could be mapped to multiple alternative donors due to the great sequence similarity between the alternative donors. In this scenario, each alternative donor sequence covered a large, but not the full, proportion of the insertion sequence. Among the alternative donors, we select the donor that covered the largest proportion of the insertion sequence. Finally, because each insertion sequence might consist of several different donor sequences, our algorithm counts the number of donors in each insertion.

### Analysis of trimming and microhomology around DSB junction

Trimming of *MAT***a** sequence near the junction of an insertion was common. Deletion was defined based on the missing nucleotides in the mapping result generated by BLASTN, which aligned the sequencing read to the original *MAT***a** sequence. The insertion was defined based on the extra nucleotides that could not be mapped to the *MAT***a** sequence and also could not be mapped to any sequence near the original donor location of the insertion. The microhomology between *MAT***a** and insertion donor was defined as sequence mapped to both the terminal region of the donor location and the terminal region of the *MAT***a** sequence flanking the break site. The microhomology sequence was defined by requiring perfect (100 % identity) match with both the donor sequence and the *MAT***a** sequence.

### Defining genomic features of the donor sequences of inserted DNA

We used Bedtools v2.253 to retrieve genomic features that overlap with or are located close to the locations of donor sequences in the genome. Locations of the confirmed origins of replication (ARSes) were collected from the OriDB database (http://cerevisiae.oridb.org/). We collected locations of reference R-loops from a published source ^68^. Known tandem repeats were downloaded from UCSC genome browser as a compacted file provided at the website (https://hgdownload.soe.ucsc.edu/goldenPath/sacCer3/bigZips/chromTrf.tar.gz). All other genomic features, i.e., tRNA, telomere, centromere, were acquired from the SGD database (https://downloads.yeastgenome.org/). To evaluate significance of association between a type of genomic feature and the donor locations of insertions, we performed comparison between the observed locations of the insertion sequences and a set of random control locations. For each genotype, random control locations were generated by shuffling the real observed locations of the insertions using the algorithm BEDTools shuffle ^69^. Therefore, the control locations were generated to have the same sizes as for the locations of the observed insertions.

Overlapped events between insertions and genome features are defined as having at least 1-bp overlap. Distance analysis was based on edge distance between an insertion and its closest genome feature. Insertions coming from Ty retrotransposons, mtDNA, rDNA, *MAT***a** or 2μ plasmid were excluded from these analyses. R-loops, ARS, telomeres, centromeres, tRNAs, and tandem repeats were used for comparison between the observed insertion locations and randomized control locations. Randomized control locations were shuffled by 100,000 times bootstrapping. P values for genomic feature overlap or proximity were calculated by one-sided permutation test.

### Frequency of Ty1, mtDNA, rDNA sequence insertions

All inserted sequences derived from the LTR retrotransposon (Ty1) were realigned further against the same Ty1 sequence (YPLWTy1–1). Due to the high divergence of Ty1 insertions, we requested a loose parameter for BLASTN realignments (-word_size 11-evalue 0.01-gapopen 5-penalty-1-perc_identity 60-dust no-soft_masking false). Among these alternative alignments, we selected the one that covered the largest proportion of the insertion sequence. In the case that Ty1 inserts could map perfectly to both LTR regions, we selected the right LTR alignment.

Based on the aligned positions of Ty1 inserts, we measured the number of times each Ty1 nucleotide was inserted, *n*_t,i_. Frequency of nucleotide inserted at each Ty1 position were calculated per 100,000 independent NHEJ products as 100,000*n_t,i_/*n*_colonies._ Percentage of each nucleotide inserted among all Ty1 insertions were measured by 100* *n*_t,i_/*n*_t, total._ *n*_t,i_ as the number of insertion events at the i position, whereas *n*_t, total_ is the total number of insertion times with all the Ty1 positions. And *n*_colonies_ is the total number of colonies. The same nucleotide frequency methods but without realignments were applied for inserts from mtDNA and rDNA.

## Extended Data

**Extended Data Figure 1.**
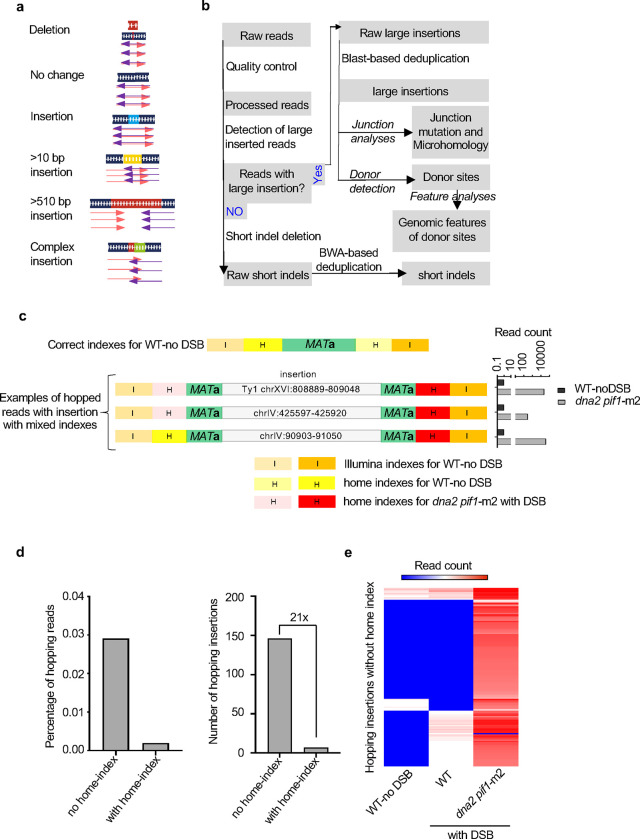
*Break-Ins* method for analysis of templated insertions **a**, Schematic showing different types of sequence variation at DSB. **b**, Flowchart showing the computational pipeline for detecting different types of sequence variation at DSB. **c**, An example of cross-sample contamination indicated by index hopping during amplicon grigosequencing by MiSeq. Three examples show reads that have Illumina indexes specific for the DNA sample from a wild-type no DSB control but carry insertions. These reads can be eliminated by analysis of secondary home indexes. Number of false insertion reads in wild type compared to same insertion reads in *dna2*Δ *pif1-*m2 is shown on the right. **d**, Comparison of read hopping identified based on MiSeq amplicon sequencing with and without home indexes. **e**, Number of hopped reads without home index in single sequencing run.

**Extended Data Figure 2.**
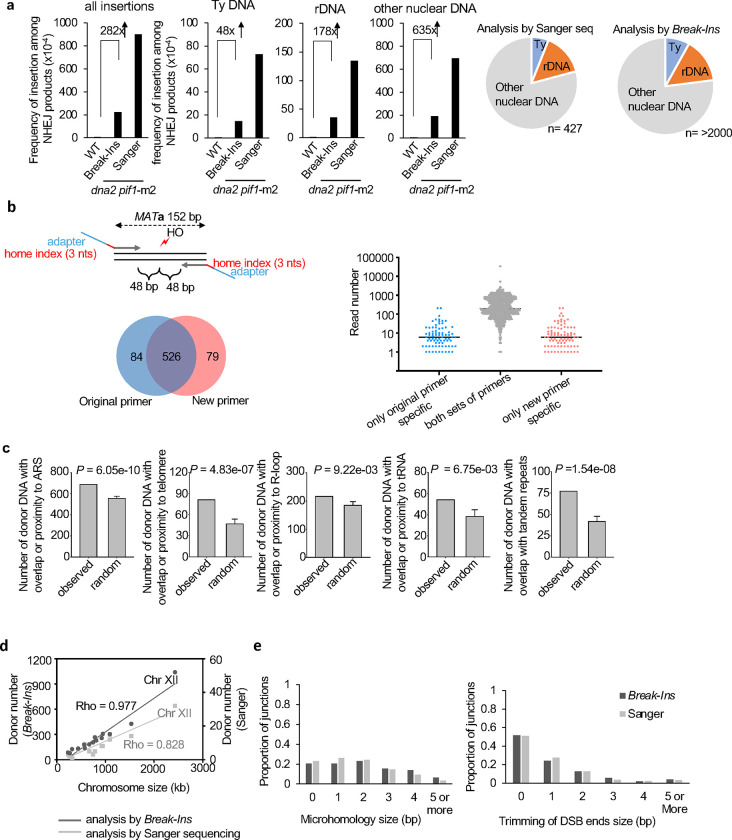
Comparison of Sanger sequencing and *Break-Ins* analysis **a**, Frequency and types of DNA inserted at DSBs in wild-type or *dna2*Δ *pif1*-m2, (n – number of NHEJ products tested in shown in Supplementary Table 1). Sanger sequencing data are taken from previous publication^22^. **b**, Comparison of *Break-Ins* analysis done with two different primer sets. Scheme showing primer position with respect to DSB ends and number of insertions identified by both or just one set of primers (left panel). Original primer set is shown in Figure 1b. Most of the unique insertions are represented by low read number (right panel). **c**, Analysis of features of DNA inserted from nuclear genome at DSBs in *dna2*Δ *pif1-*m2. P-values were calculated using one-sided permutation test. Proximity is defined as sequence within 1 kb from ARS or telomere and within 0.2 kb from tRNA or R-loop. **d**, Distribution of donor DNA per chromosome. **e**, Analysis of microhomology and DSB ends trimming at insertion junctions in *dna2*Δ *pif1-*m2.

**Extended Data Figure 3.**
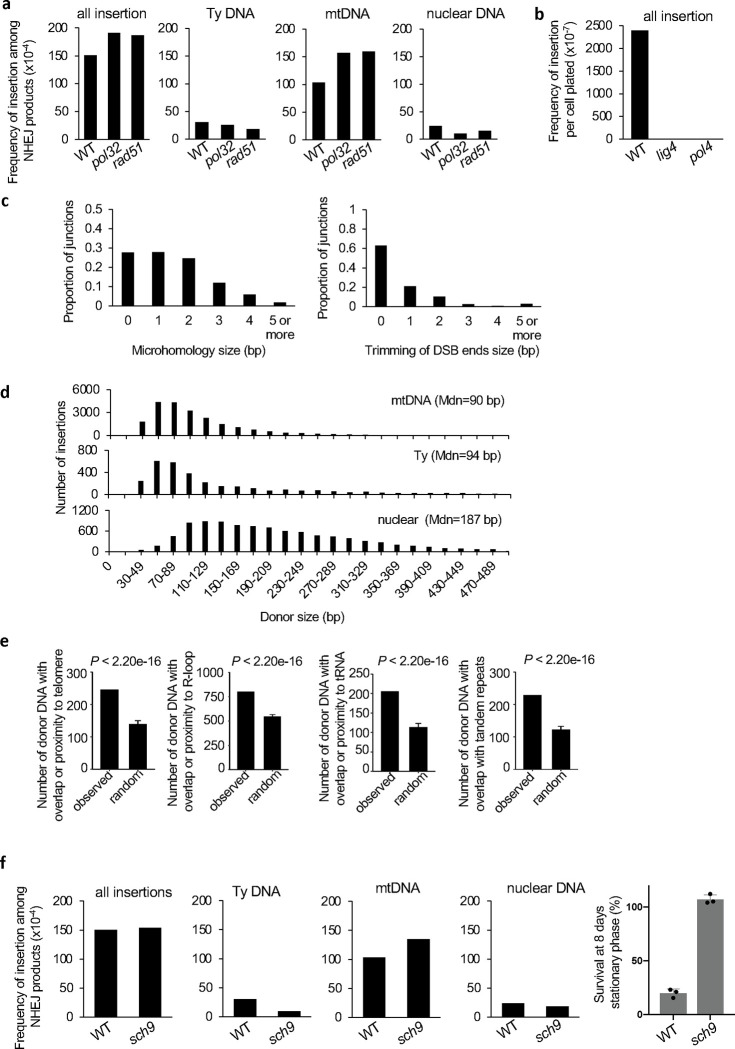
Analysis of templated insertions in mutants affecting DNA repair and aging **a**, Frequency and types of DNA inserted at DSBs in *rad51*Δ and *pol32*Δ, (n - number of NHEJ products analyzed in shown in Table S1). **b**, Frequency and types of DNA inserted at DSBs in *lig4*Δ and *pol4*Δ. **c**, Analysis of microhomology and DSB ends trimming at insertion junctions in 16 days wild-type stationary phase cells. **d**, Insertion size analysis originating from mtDNA, Ty DNA, and nuclear genome. **e**, Analysis of features of DNA inserted from nuclear genome at DSBs in wild-type stationary phase cells. Insertions observed in all days (3, 8, 16) were combined for this analysis. P-values were calculated using one-sided permutation test. Proximity is defined as sequence within 1 kb from ARS or telomere and within 0.2 kb from tRNA or R-loop. **f**, Frequency and types of DNA inserted at DSBs in *sch9*Δ at 8 days in stationary phase (n-number of NHEJ products analyzed in shown in Supplementary Table 1). Viability of wild-type and *sch9*Δ cells at 8 days in stationary phase is shown on the right.

**Extended Data Figure 4.**
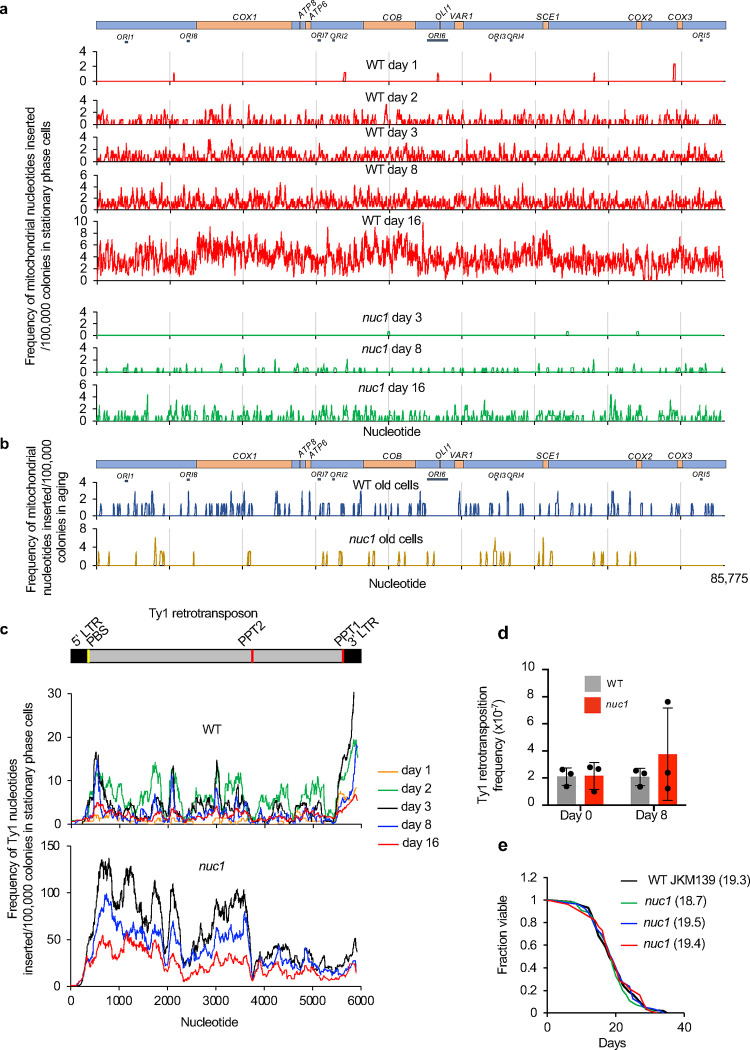
Analysis of mtDNA and Ty1 sequences inserted at DSB **a**, Analysis of sequences inserted at DSB from mtDNA in wild-type and *nuc1*Δ during stationary phase. **b**, Analysis of sequences inserted at DSB from mtDNA in wild-type and *nuc1*Δ in aged cells. **c**, Analysis of sequences inserted at DSB from Ty1 in wild-type and *nuc1*Δ during stationary phase. **d**, Transposition frequency in wild-type and *nuc1*Δ mutant in stationary phase cells, (mean ± SD; n≥3; P values determined using unpaired two-tailed t-test). **e**, Analysis of lifespan of wild-type and three independent *nuc1*Δ mutant cells. Average lifespan in each strain is shown in parentheses.

**Extended Data Figure 5.**
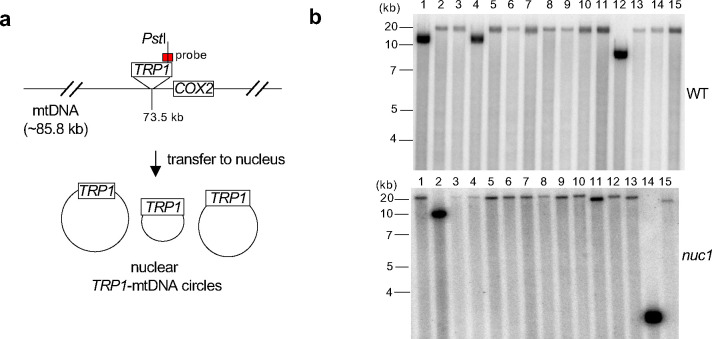
Analysis of nuclear *TRP1*-mtDNA **a**, Schematic of mtDNA marked with *TRP1* and circular *TRP1*-mtDNA transferred to nucleus. DNA was digested with the *Pst*I restriction enzyme that cuts once 3’ to the *TRP1* reporter inserted within mtDNA but not anywhere within the mtDNA itself. Southern blot analysis with a *TRP1*-specific probe is expected to show two fragments if mtDNA*-TRP1* were linear and one fragment if it were circular. **b**, Southern blot analysis of nuclear *TRP1*-mtDNA digested with *Pst*I in wild-type and *nuc1*Δ cells. DNA probe location is indicated in a. 15 independent *TRP1*-mtDNA for each were analyzed. A single band was observed in all cases.

## Figures and Tables

**Figure 1.**
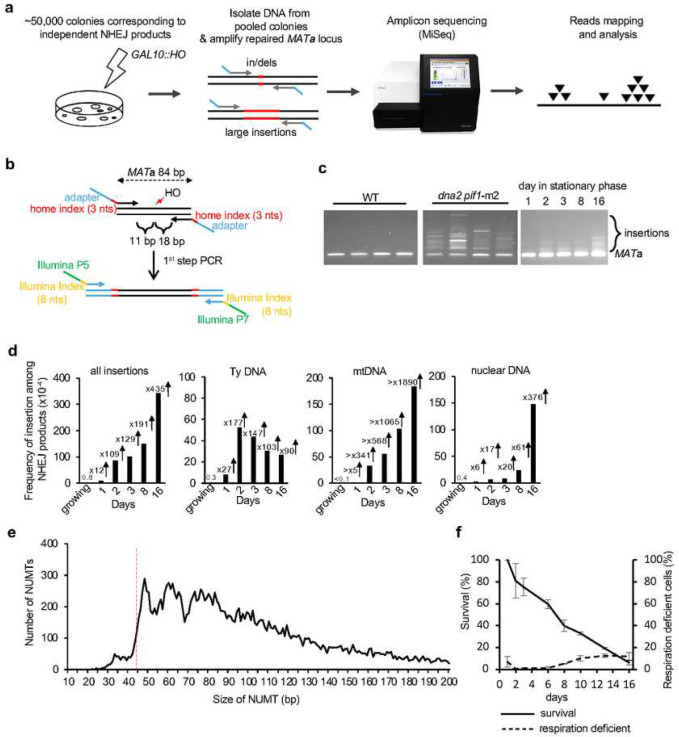
Insertions of cytoplasmic DNA species in stationary phase cells. **a**, Schematic of the *Break-Ins* method. **b**, Schematic of PCR amplification of the repaired *MAT* locus with two sets of indexes. Two sets of indexes were used to limit incorrect sample assignment by index hopping. **c**, PCR amplification of repaired *MAT* locus in WT, *dna2*Δ *pif1-*m2 mutant and stationary phase cells. **d**, Frequency and types of DNA inserted at DSBs in wild-type stationary phase cells. “all insertions” include single and complex events. Minimal increase indicated for mtDNA as there was no single mtDNA in growing cells. **e**, Insertion size analysis of NUMTs. The insertions originating from mtDNA were from 16 days stationary phase cells (n=21,348). Red dashed line indicates minimal size of DNA for efficient Ku70/80 heterodimer binding ^27^. **f**, Survival and respiration proficiency of cells plated on rich media after 1–16 days in stationary phase, (mean ± SD; n=3).

**Figure 2.**
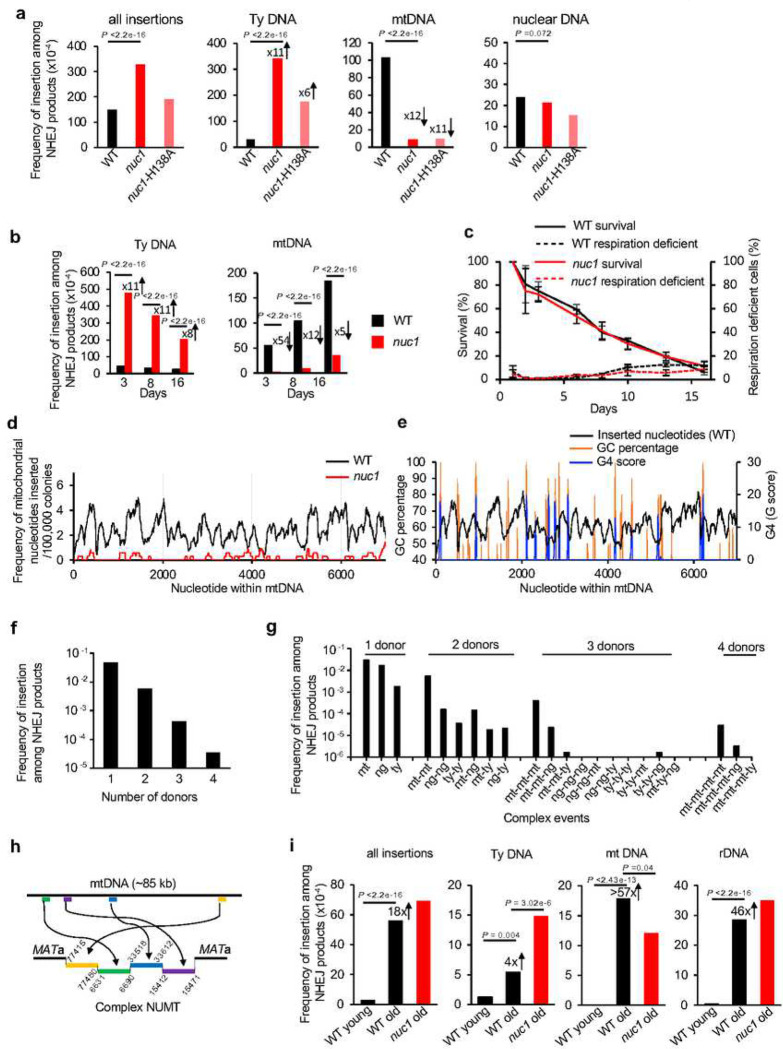
Nuc1 regulates genome instability caused by cytoplasmic DNA **a-b**, Frequency and types of DNA inserted at DSBs in wild-type, *nuc1*Δ, and *nuc1*-H138A mutant cells in 8 days (a) or 3, 8 and 16 days (b) stationary phase cells. P values were determined using χ^2^ test. n – number of NHEJ products tested shown in Supplementary Table 1. **c**, Survival and respiration proficiency of wild-type and *nuc1*Δ cells plated on rich media after 1–16 days in stationary phase, (mean ± SD; n= 3). **d**, Analysis of sequences inserted at DSB from the first 7 kb of mtDNA in wild-type and *nuc1*Δ cells (complete mtDNA sequence shown in Extended Data Figure 4). Single donor insertions were analyzed. **e**, Sequences inserted into DSBs from the first 7 kb of mtDNA and the distribution of G4 forming sequences and GC content within the first 7 kb of mtDNA. Single donor insertions were analyzed. **f**, Analysis of complex insertions in wild-type cells at 16 days. Number of insertions involving 1, 2, 3 or 4 DNA pieces are shown. **g**, Distribution of different complex insertion events in wild-type at 16 days. Mt-mitochondrial DNA, ty-retrotransposon DNA, ng-nuclear genome DNA. **h**, Example of a complex NUMT. **i**, Frequency and types of insertions in wild-type and *nuc1*Δ cells in young cells and aged mother cells. P values were determined using χ^2^ test. n - number of NHEJ products tested shown in Supplementary Table 1.

**Figure 3.**
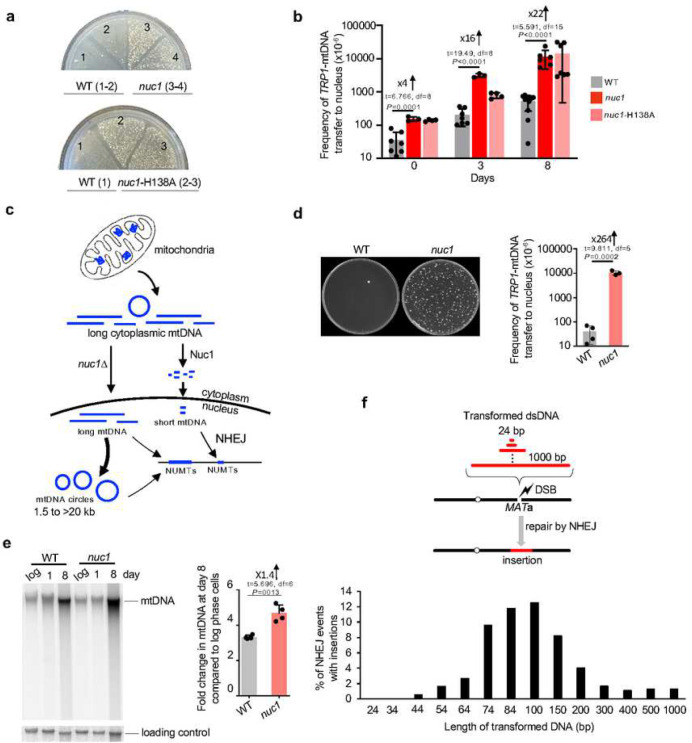
Nuc1 suppresses transfer of long mtDNA to nucleus **a**, Analysis of *TRP1*-mtDNA transfer to nucleus. Wild-type, *nuc1*Δ and *nuc1*-H138A mutants cells replica plated from rich YEPD media onto plates with media lacking tryptophan. Trp^+^ colonies represent transfer of *TRP1*-mtDNA to nucleus. **b**, Frequency of Trp^+^ colonies in wild-type and *nuc1*Δ cells, (mean ± SD; n≥3; P values determined using unpaired two-tailed t-test). **c**, Model of Nuc1 mediated control of mtDNA transfer to the nucleus. In stationary phase cells, mtDNA is released from mitochondria in Nuc1-independent manner. It is degraded in cytoplasm by Nuc1 nuclease. Incomplete degradation leaves small mtDNA pieces that can be easily integrated at DSBs. In the absence of Nuc1, mtDNA is not degraded and large mtDNA pieces are transferred to the nucleus where they either form circular mtDNA of different sizes or rarely integrate in the genome. **d**, Random spore analysis on plates with media lacking tryptophan. Trp^+^ colonies represent transfer of *TRP1*-mtDNA to nucleus. Frequency of spores carrying nuclear *TRP1*-mtDNA is shown. (mean ± SD; n≥3; P values determined using unpaired two-tailed t-test). **e**, Southern blot analysis and amount of mtDNA in wild-type and *nuc1*Δ at 8 days stationary phase cells, (mean ± SD; n = 4; P values determined using unpaired two-tailed t-test). **f**, Scheme and analysis of insertion originating from transformed DNA fragments of different sizes. Frequency of insertions of annealed oligonucleotides (24–74bp) or PCR fragments (84–1000bp) are shown. 480 to 1680 independent NHEJ products were tested by PCR.

**Figure 4.**
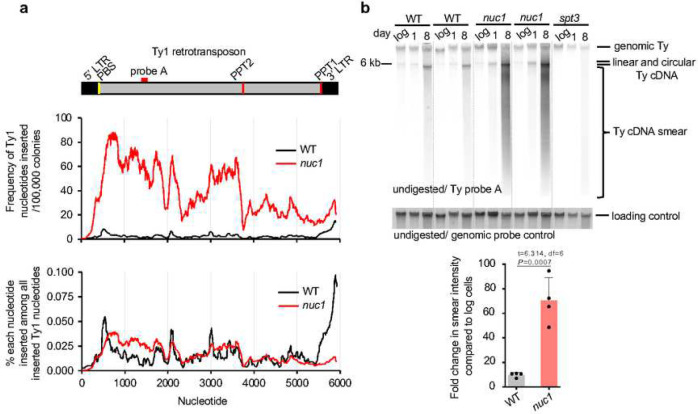
Nuc1 degrades retrotransposon cDNA replication intermediates **a**, Analysis of Ty1 sequences inserted at DSBs in wild-type and *nuc1*Δ cells. Frequency of each Ty1 nucleotide insertion per 10^6^ of NHEJ products or among all Ty1 nucleotides inserted. Schematic of Ty1 shown at top indicating long terminal repeats (LTR), primer binding site (PBS) and polypurine tracts (PPT1/2). **b**, Southern blot analysis of Ty1 cDNA in wild-type, *nuc1*Δ and control *spt3*Δ cells. Quantification of Ty1 cDNA smear is shown (mean ± SD; n=4; P-values determined using unpaired two-tailed t-test). Position of the probe used is shown in **a**.

## Data Availability

The *Break-ins* data has been archived at GEO under the accession number [GSE246469]. All original code has been deposited on GitHub. The code for insertion detection can be accessed at the following GitHub repository: https://github.com/gucascau/iDSBins.git. For short indel detection, the code can be accessed at this GitHub repository: https://github.com/gucascau/iDSBindel.git. The features related to insertion analysis have been uploaded to a dedicated GitHub repository, which can be found here: https://github.com/gucascau/LargeInsertionFeature.git. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

How the deposited data were processed for this re-analysis (not part of the article)

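The starting material was the authors' tables of unique insertions, 48 lists covering the conditions with a DSB. Each condition has a list of insertions with a single donor, and all but growing WT, *nuc1*Δ and *pol4*Δ cells and young WT cells have one of insertions with several donors, so totals of these 4 hold single donors only. The paper's methods name BBDuk 38.46 for removal of PhiX reads, PEAR 0.9.11 for joining read pairs and BLASTN 2.8.1 for alignment to the S288C genome, and the sample labels give its release as R64. From there, everything was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and BLASTN 2.17.0 placed Ty1 donors on a full-length element and tested donors for second matches (word size 11, E value 0.01, gap opening 5, gap extension 2, mismatch -1, match 1, identity at least 60%, no dust filter).

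A donor was assigned to mtDNA or the 2-micron plasmid by its chromosome, and to Ty, rDNA or *MAT* when at least 50% of it overlapped such a feature of the annotation. Donors from *MAT* were left out of all totals, as the DSB itself lies there. Counts by source use insertions with a single donor, and totals use single and complex insertions. In the list of complex insertions of *dna2*Δ *pif1-m2* cells, 251 lines give chromosomes without coordinates and were left out, since the same list gives the fragments separately with coordinates. Samples were grouped by genotype, cell state and day as labelled, and the lists pool all libraries of a group, so no value per library and no test over libraries could be had. Groups were not split by strain name, and several mix more than 1 strain name. These are WT cells at 3, 8 and 16 days, old WT and old *nuc1*Δ mothers, *spt3*Δ cells and *dna2*Δ *pif1-m2* cells with either primer set. Growing and young WT cells are all JKM139 and those at 1 and 2 days all yYY517. Depth was taken as colonies per library, 192 to 270000, as labelled by the authors.

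Rates are unique insertions per 10000 colonies with exact 95% Clopper-Pearson intervals, and ratios have exact 95% intervals from the binomial distribution conditional on the sum of both counts. Rates were compared by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 110 comparisons at 0.05. A count of 0 was given an upper limit of 3 counts, and no fold change was computed where the counts were both 0 or a count of 0 stood against one at or under 3. Differences between groups in a ratio were tested by a likelihood ratio against 10000 simulated draws of Poisson counts with a common ratio, and lengths by permutation of medians with 100000 resamples. Enrichment of nuclear features and of mtDNA genes used random placement of fragments of the donors' lengths with exact Poisson-binomial tests, one-sided for features set as enriched by the paper and two-sided for gene lists and genes, adjusted over the list of a condition. Windows for mtDNA were 50 bp with a GC content of at least 40% as GC-rich, tested by 10000 circular shifts. Distances were 1000 bp for ARS and telomeres and 200 bp for tRNA genes, spliced joins were sought within 3 bp of exon ends, and single nuclear genes were adjusted by Bonferroni over 6413 genes.

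The alternatives set before the data were examined were a chi-square test, counts divided by 10, every fragment of complex insertions counted, donors of at least 30 bp, near duplicates within 10 bp merged, rDNA left out, exchanged controls (young for growing cells and the reverse), log2 lengths, other windows and GC limits, a one-sided Wilcoxon test, donors within 1000 bp counted once, placement within the same chromosome, rDNA included in the chromosome correlation, other matching of donors between primers, expectations from fragments, and any overlap with a Ty1 region. Settings chosen after seeing the data were any overlap for the source class, LTR donors ending in the PBS counted as 3′ LTR, PPT2 at the third copy of its tract, mtDNA pairs without those of recurring joins, donors near telomeres counted once by strain and day, and growing WT libraries of equal colony number counted once. Alternatives on read support and on leaving out each library could not be run, because the lists give neither read counts nor libraries.

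The genes named were fixed before the data were examined, namely every source and condition, all 12 mtDNA genes of the list, Ty1 to Ty5, every gene list with up to 4 of its most frequent members, the 10 most frequent nuclear donor genes of WT cells at 3, 8 and 16 days and of *dna2*Δ *pif1-m2* cells, and every gene the paper names. Gene lists were Y′ helicase, ribosomal protein, tRNA, heat shock, glycolysis, galactose, histone and flocculin genes and the loci altered in the strain. Any other name is given as chosen after its values were seen. The tests of rates, of differences between days, of lengths, of mtDNA genes and GC-rich windows and of nuclear features, and the placement of Ty1 donors, were run on simulated data. Fisher's exact test called 5% of unchanged and 100% of changed rates and the intervals held the true value in 95%. These counts were drawn at a fixed rate without spread between cultures or runs, and changed rates differed 3-fold. That spread and smaller changes are therefore not covered. Random placement called 4.89% of unchanged mtDNA genes and 4.17% of unchanged nuclear features and all that were changed. All of 478 simulated Ty1 donors outside the 5′ LTR were placed at their true ends, and all 22 inside the 5′ LTR were placed in the 3′ LTR by the rule for equal matches.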

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

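Of the 12 tests of a difference between days or cell states, those of Ty and mtDNA over 3, 8 and 16 days and between 8 days and old mothers were set beforehand, and the other 8, as well as the tests of single patterns named as later below, were chosen only after seeing the result. No sample could be tested for standing apart from its group, since the lists give no value per library.

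The following were flagged because the ratio of *nuc1*Δ to WT differed between groups of cells, given as the largest ratio over the smallest, with a simulated p of 0.0001, the smallest possible, unless stated. Over 3, 8 and 16 days it was 1.17 for Ty DNA (p = 0.021), 5.99 for mtDNA and 4.21 for nuclear DNA. Between 3 and 8 days it was 4.61 for mtDNA and 2.15 for nuclear DNA, and between 8 and 16 days 1.30 for mtDNA (p = 0.018) and 1.96 for nuclear DNA. Between 8 days and old mothers it was 4.08 for Ty DNA, 8.02 for mtDNA and 1.76 for nuclear DNA. The differences for Ty DNA between 3 and 8 days (p = 0.18) and between 8 and 16 days (p = 0.17) did not pass. All of these p cover counting error only and not the spread between sequencing runs or cultures.

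The remaining values were flagged as signals in data the paper does not discuss. The 2-micron plasmid was inserted at least 6.74-fold more often at 16 days than in growing WT cells and 3.24-fold more often than at 8 days. Insertions from *MAT* itself rose 3.54-fold at 8 days and 7.54-fold at 16 days over growing WT cells (4 insertions, 0.388 per 10000) but lay below these at 1 day (0.0680) and 2 days (0.168), and at 8 days they were 4.53-fold above WT in *pol4*Δ and 1.90-fold in *nuc1*-H138A. In *nuc1*Δ cells at 8 days their ratio to WT was 0.934 (adjusted p = 0.886, Fisher's exact test). The tests of *MAT* insertions were chosen later. Nuclear donors in *YRF1-7* were 9.16-fold, in *TAF2* 7.13-fold and in *IMD2* 8.52-fold above random placement in WT cells at 3, 8 and 16 days. In *dna2*Δ *pif1-m2* cells *YRF1-7* was 8.04-fold, *RUF5-1* 30.3-fold, YHR054C 18.7-fold and *CUP1-1* 40.3-fold above it. Random placement took each gene once, as in the reference, and further copies in the strain were not counted. *CUP1-1* lies within *RUF5-1* and YHR054C beside it, so their ratios are not independent. Over all listed Y′ helicase genes the ratio was 1.46 in WT cells and 1.35, not past the test, in *dna2*Δ *pif1-m2* cells. Whether donors in *YRF1-7* match the others of these genes equally well was not tested. NUMTs in *spt3*Δ cells were 1.15-fold above WT. The 1 kb right of *MAT* gave nuclear donors 21.5-fold above random placement in WT, 98.8-fold in *nuc1*Δ and 523-fold in *nuc1*-H138A cells. Behind these ratios stand 17, 8 and 6 donors against 0.790, 0.0810 and 0.0115 expected. The expectation scales with all nuclear donors of a set, so the ratios do not compare genotypes. WT and *nuc1*Δ cells were pooled over 3, 8 and 16 days, and *nuc1*-H138A cells were from 8 days only. Complex insertions joined mtDNA fragments across bases 47716 to 47767 in 22 insertions, across 76596 to 76638 in 14 and across 75873 to 75901 in 3.

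Nuclear insertions were 5.41-fold below WT in *spt3*Δ cells, where Ty expression is lost. A difference between sequencing runs is excluded by the shared runs, whose highest odds of nuclear against mtDNA donors were 0.318 of those in WT (a test chosen later). Sequence beside Ty elements counted as nuclear is excluded too, since 2.87% of nuclear donors in WT cells lay within 500 bp of a Ty element or LTR. Insertion of reverse-transcribed cellular RNA would favour genes, but donors overlapped genes 0.957-fold as often as random placement (also chosen later). As 83.3% of randomly placed donors overlap a gene, this test cannot exclude such RNA as the source of part of the donors. The cause of the lower nuclear insertions thus stays open.

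The recurring joins of mtDNA fragments skip 52, 43 and 29 bp of GC-rich sequence (65.4, 72.1 and 72.4%). No single donor ran across the skipped bases, 0% of 34.2 expected, as would be seen if the mtDNA of the strain lacked them. Single donors that touched these bases numbered 2, 1 and 0, so their absence is not settled. Spliced RNA would place joins at exon ends, where 33.3% of the joins lay (a test chosen later), and is excluded for the others. If the strain lacks the bases, these insertions would be single fragments that the alignment to the reference splits, which concerns 39 of the 47 neighbouring pairs (83.0%).

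Donors from the 1 kb right of *MAT* (chromosome III, 201178–202177) numbered 17 in WT cells at 3, 8 and 16 days against 0.790 expected (adjusted p = 7.69e-16), 8 in *nuc1*Δ and 6 in *nuc1*-H138A cells, and the 1 kb left of *MAT* gave none in WT. Second copies in the genome are excluded, as 0% of these donors had another match, and so is repeated counting of few insertions, as 82.4% (14) stayed separate when donors within 50 bp of each other, start and end in sum, were merged (chosen later). An origin from the broken chromosome end cannot be told apart from others, since *dna2*Δ *pif1-m2* cells, which did not serve to find the excess, gave 0 donors in the first kb and 2 from 1 to 5 kb, too few to decide (chosen later).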

How the results depend on the processing

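Of 188 results, 134 kept their direction and their side of the threshold under every alternative set before the data were examined and 54 changed under some, and of 689 values under these alternatives 628 were unchanged. No paired analysis was possible because the lists pool the libraries and carry no replicate. For the same reason leaving out each library was not run, and limits of at least 2 or 10 reads were not run, for rates or donor lengths, because the lists give no read counts. Settings tested only after seeing the data were any overlap for the source class, LTR donors ending in the PBS as 3′ LTR, PPT2 at the third copy of its tract, mtDNA pairs without recurring joins, donors near telomeres counted once by strain and day, and growing WT libraries of equal colony number counted once. Unless a reason is given, the cause of a change was not tested.

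Dividing all counts by 10 left 66 of 91 results as they were (0.0659 to 29.8 times the main value) and 25 no longer passed, by construction of fewer counts. These were nuclear insertions in WT at 2 days (5.19) and 3 days (6.72), *nuc1*Δ at 3 days (1.55) and 8 days (0.765), *nuc1*-H138A over WT (0.592) and over *nuc1*Δ (0.774), *rad51*Δ (0.635), *pol32*Δ (0.358), *pol4*Δ at 8 days (0.223) and *nuc1*Δ *spt3*Δ over *nuc1*Δ (0.168), Ty insertions in *rad51*Δ (0.637), *pol4*Δ at 8 days (0.64), *lig4*Δ (at most 0.983) and *kap123*Δ (at most 0.981), NUMTs in *pol32*Δ (1.66), *sch9*Δ (1.29), *spt3*Δ (1.15) and *kap123*Δ (0.334), all insertions in *pol32*Δ (1.25), *rad51*Δ (1.21) and *kap123*Δ *nuc1*Δ over *kap123*Δ (0.720), and in old *nuc1*Δ over old WT mothers all (1.25), Ty (2.11), nuclear (1.37) and nuclear insertions without rDNA (2.11).

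A chi-square test kept 102 of 103 results, with nuclear insertions of growing *pol4*Δ cells (0.119) no longer passing. Counting every fragment kept 101 of 103 (0.569 to 1.44 times), with nuclear insertions of *nuc1*Δ at 8 days (0.874) no longer passing and of *kap123*Δ *nuc1*Δ over *nuc1*Δ (0.362) now passing. Donors of at least 30 bp kept 102 of 103 (0.988 to 3.75 times), with nuclear insertions of WT at 1 day (3.32) now passing. Merging near duplicates kept 100 of 103 (0.799 to 1.25 times), with Ty insertions turning in *pol32*Δ (1.00) and no longer passing in *pol4*Δ at 8 days (0.807), and NUMTs of old *nuc1*Δ mothers (0.660) now passing. Without rDNA 21 of 25 were kept (0.305 to 1.67 times), where nuclear insertions of growing *pol4*Δ cells (0.198) no longer passed, those of *kap123*Δ *nuc1*Δ over *nuc1*Δ (0.190) now passed and those of *kap123*Δ *nuc1*Δ over *kap123*Δ (0.720) and *nuc1*Δ *spt3*Δ over *spt3*Δ (1.01) turned. Young cells as control kept all 19 (0.246 to 0.410 times) and growing cells all 6 (2.03 to 4.07 times). Any overlap for the source class kept 101 of 103 (0.75 to 1.49 times), with nuclear insertions of WT at 1 day (3.32) now passing and of growing *pol4*Δ (0.148) no longer. Counting growing WT libraries of equal colony number once kept 27 of 28 (0.534 times), with all insertions of growing *nuc1*Δ cells (0.538) turning below 1, not past the test in either case.

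Log2 lengths kept 7 of 8, with the difference of NUMTs in *nuc1*Δ at 8 days (0.153) now passing, and expectations from fragments kept 23 of 24 (0.803 to 1.54 times), with Ty pairs of WT at 8 days (1.83) now passing, while leaving out recurring joins kept the excess of near mtDNA pairs (1.32). For GC-rich mtDNA, windows of 100 bp (*nuc1*Δ at 8 days, 1.60, no longer), windows of 25 bp (old *nuc1*Δ, 1.02, turned) and GC of at least 50% (*nuc1*Δ at 16 days, 1.21, no longer) each kept 7 of 8. A one-sided Wilcoxon test for lower coverage kept 5 of 8, with *nuc1*Δ at 8 days (1.90) and 16 days (1.35) not able to pass by construction and old *nuc1*Δ (0.596) now passing. Including rDNA kept both chromosome correlations, placement on the same chromosome all 26 feature tests (0.920 to 1.05 times), and matching of primers within 20 bp its share, which any 1 bp overlap moved to 76.1%.

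Counting donors within 1000 bp of each other once left 3522 of 9234 donors in WT and 2079 of 2935 in *dna2*Δ *pif1-m2* cells, which by construction caps what a single locus adds, and kept 12 of 26 results, as well as the 4 telomere tests by strain and day (0.772 to 1.00 times). It merges neighbours of any origin and the expectation was not merged alike, so the changes under it do not show what dense loci add. In WT cells the ratio turned for ARS (0.986), telomeres (0.833), Y′ helicase (0.225), glycolysis (0.814) and flocculin genes (0.986) and the strain's loci (0.294), and tRNA genes (1.75) now passed. In *dna2*Δ *pif1-m2* cells it turned for centromeres (1.07), Y′ helicase (0.254), glycolysis (1.03) and galactose genes (1.25), and telomeres (1.02), tRNA regions (1.40) and flocculin genes (1.37) no longer passed. Any overlap with a Ty1 region kept 14 of 16 (0.714 to 1.52 times), with the 5′ LTR of *nuc1*Δ at 3 days (1.96) and 8 days (1.74) now passing. LTR donors ending in the PBS as 3′ LTR kept 12 of 15 (0.473 to 12.7 times), with the 5′ LTR of *nuc1*Δ at 3 days (at least 16.3) and 8 days (14.7) now passing and the 3′ LTR of *nuc1*-H138A (0.687) turned, and PPT2 at the third copy kept all 16 (0.928 to 1.03 times). Depth was lowest in *lig4*Δ and the *kap123*Δ strains (7100 to 10220 colonies), where a count of 0 allows up to 2.94 to 4.23 per 10000, against 0.889 in young and 0.291 in growing WT cells.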

Differences from the paper's values

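Of the settings below, the counting of LTR donors that end in the PBS as 3′ LTR was chosen only after seeing the result.

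The fall of NUMTs in *nuc1*Δ cells at 16 days was 9.09-fold (95% interval 8.19–10.1), and the paper's is about 5-fold in Fig. 2b, read by eye. None of the alternatives set before the data were examined comes within the paper's value, with 9.09 by chi-square test, 9.09 with counts divided by 10, 12.0 with every fragment counted, 9.09 for donors of at least 30 bp and 7.60 with near duplicates merged. The libraries behind the paper's value at 16 days are not named in its text, and the WT group here may be wider.

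The rise of the Ty1 3′ LTR in *nuc1*Δ at 8 days was 3.77-fold (2.74–5.22), and the paper's value is 2-fold. Any overlap with the 3′ LTR, set before the data were examined, gives 3.71 and differs too. Counting LTR donors that end in the PBS as 3′ LTR gives 1.78, within the paper's value, and was chosen after seeing the values.

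The paper states that nuclear insertions in *nuc1*Δ at 8 days stayed at the WT level, and here their ratio of 0.751 passed the test (adjusted p = 0.000412). With every fragment counted (0.874) or counts divided by 10 (0.765) no difference was called. The paper states that insertions were independent of Rad51 and Pol32, and here NUMTs rose (1.57 and 1.65) and nuclear insertions fell (0.634 and 0.393) in both, with Ty insertions falling in *rad51*Δ (0.614) but not in *pol32*Δ (0.853), while with counts divided by 10 none of these passed except NUMTs in *rad51*Δ. Both mutants were sequenced in a run without WT cells, so run and genotype cannot be told apart. Over the runs of WT cells at 8 days the mtDNA share ranged from 48.8 to 81.0%. The paper states that insertions from all sources depended largely on Pol4, and here NUMTs fell 15.3-fold and nuclear insertions 4.98-fold, but Ty insertions 1.55-fold. The paper describes a comparable effect of Nuc1 on mtDNA and Ty DNA at 3 and 16 days. It adds that NUMTs had increased in *nuc1*Δ cells by 16 days, from which it infers a less efficient pathway without Nuc1. Here the effect on mtDNA fell from 54.4-fold at 3 days to 9.09-fold at 16 days, while that on Ty DNA stayed within 9.54 and 8.19. The difference for mtDNA had a simulated p of 0.0001, the smallest possible, which covers counting error only.

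By Fisher's exact test on their frequency, the paper finds complex NUMTs above chance but not other complex insertions. The measure here is another, the pairs of sources among insertions with 2 donors, by binomial test. By it Ty pairs too exceeded the expectation at 16 days (5.17-fold, adjusted p = 4.51e-13), with nuclear pairs (0.209, or 0.563 against the product of rates) and all mixed pairs below it. At 8 days Ty pairs did not pass (1.58-fold, adjusted p = 0.0998). The expectation pools sequencing runs, whose Ty shares at 16 days ranged from 3.72 to 10.5%. It also takes no account of donor length, and nuclear donors were the longest. The paper states that no spliced mtDNA was inserted, and here none was found for *COX1*, *COB* or *21S_RRNA*, but 3 insertions joined fragments at the exon ends of Q0255, where no single donor ran across the skipped bases either (9.50 expected). The paper names the 3′ LTR as the hotspot of Ty1 in WT cells, and by midpoint the 5′ LTR had more donors per kb at 8 days (418 against 175) and the 3′ LTR at 16 days (410 against 261), whereas counting the LTR donors that end in the PBS as 3′ LTR, chosen after seeing the values, puts 197 donors at 8 days in the 3′ LTR. The paper describes a fall of NUMTs in old *nuc1*Δ mothers, and here it did not pass the test (adjusted p = 0.0559), except with near duplicates merged (ratio 0.660, adjusted p = 0.0368).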

Other observations

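The tests of the 2-micron plasmid, of rDNA apart from the remaining nuclear genome and of telomeres by strain and day were chosen only after seeing the result, and those of mtDNA in *spt3*Δ cells and of pairs in *nuc1*Δ cells extend tests set beforehand for other cells.

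Cells without Kap123, a karyopherin that carries proteins into the nucleus, had fewer insertions from every source, and the effect of Nuc1 on mtDNA remained without it. In *kap123*Δ cells at 8 days (3 libraries, 10220 colonies) 44 insertions were found, 3.43-fold below WT (95% interval 2.55–4.73). NUMTs fell 2.72-fold (33 insertions), nuclear insertions 5.49-fold (4) and Ty insertions 7.60-fold (4), all past Fisher's exact test. In *kap123*Δ *nuc1*Δ cells (3 libraries, 7100 colonies) 15 insertions were found, 15.4-fold below *nuc1*Δ, with Ty insertions 23.3-fold lower (8 insertions). Against *kap123*Δ alone, NUMTs fell 22.9-fold (3.84–933, 1 insertion, adjusted p = 8.55e-07), and Ty insertions were 2.88-fold higher without passing the test (adjusted p = 0.0967). Both strains were sequenced in a run without WT or *nuc1*Δ cells, so run and genotype cannot be told apart in comparisons with those.

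The 2-micron plasmid was inserted 122 times in WT cells at 16 days and 5 times in *nuc1*Δ cells, a fall of 4.46-fold in *nuc1*Δ (1.86–14.0, adjusted p = 0.000113, Fisher's exact test). At 16 days rDNA fell 4.66-fold in *nuc1*Δ and the remaining nuclear genome 2.48-fold, and at 3 days the remaining nuclear genome rose 1.80-fold while rDNA had a ratio of 0.881. In *spt3*Δ cells rDNA insertions were 4.60-fold and other nuclear insertions 5.59-fold below WT.

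Near telomeres, nuclear donors were 3.46-fold above random placement in WT cells at 8 days, 4.26-fold in *nuc1*Δ at 8 days and 2.45-fold in *nuc1*Δ at 16 days, and in *spt3*Δ 1.59-fold without passing the test (adjusted p = 0.665). With donors within 1000 bp of each other counted once, the ratios were 3.09, 4.06 and 1.89 (adjusted p = 0.0428 for the last) and 1.59, whereas WT cells at 3, 8 and 16 days together gave 0.833. This counting kept 420 of 453 donors in WT cells at 8 days but 3522 of 9234 in the pooled set. The ratios of these sets are therefore not comparable. NUMTs of *spt3*Δ cells covered 79.3% of mtDNA, and of the 12 mtDNA genes *COX1*, *COB* and *SCEI* exceeded random placement. Coverage of GC-rich windows there was 0.525 of the others. In *nuc1*Δ cells at 8 days Ty pairs numbered 468 against 422 expected (1.11-fold), nuclear pairs 8 against 1.59 (5.02-fold, and 15.4-fold at 3 days) and mtDNA pairs 6 against 0.337, while at 3 days Ty pairs were 525 against 520 (1.01-fold, adjusted p = 0.430, binomial test) and no mtDNA pair was found. As most single donors were Ty DNA, this expectation leaves little room for more Ty pairs. Against the product of the rates per NHEJ product, Ty pairs had ratios of 4.85 at 8 days and 3.53 at 3 days. Those of nuclear pairs were 22.0 and 54.0, and that of mtDNA pairs at 8 days was 77.8.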
